# Remodeling of Neurotransmission, Chemokine, and PI3K-AKT Signaling Genomic Fabrics in Neuropsychiatric Systemic Lupus Erythematosus

**DOI:** 10.3390/genes12020251

**Published:** 2021-02-10

**Authors:** Dumitru Iacobas, Jing Wen, Sanda Iacobas, Noa Schwartz, Chaim Putterman

**Keywords:** neuropsychiatric lupus, TWEAK, Tnfsf12, Fn14, Tnfrsf12a, Akt2, PI3K-AKT pathway, *Adcy3*

## Abstract

Cognitive dysfunction and mood changes are prevalent and especially taxing issues for patients with systemic lupus erythematosus (SLE). Tumor necrosis factor (TNF)-like weak inducer of apoptosis (TWEAK) and its cognate receptor Fn14 have been shown to play an important role in neurocognitive dysfunction in murine lupus. We profiled and compared gene expression in the cortices of MRL/+, MRL/*lpr* (that manifest lupus-like phenotype) and MRL/*lpr*-Fn14 knockout (Fn14ko) adult female mice to determine the transcriptomic impact of TWEAK/Fn14 on cortical gene expression in lupus. We found that the TWEAK/Fn14 pathway strongly affects the expression level, variability and coordination of the genomic fabrics responsible for neurotransmission and chemokine signaling. Dysregulation of the Phosphoinositide 3-kinase (PI3K)-AKT pathway in the MRL/*lpr* lupus strain compared with the MRL/+ control and Fn14ko mice was particularly prominent and, therefore, promising as a potential therapeutic target, although the complexity of the transcriptomic fabric highlights important considerations in in vivo experimental models.

## 1. Introduction

Systemic lupus erythematosus (SLE) is an antibody-driven, autoimmune disease that can potentially affect all organ systems, ranging from skin and joints, to kidneys, heart, and brain. Neuropsychiatric manifestations are among the most prevalent, affecting 20–40% of patients, but continue to be under-recognized and under-addressed [1]. The American College of Rheumatology (ACR) ad-hoc committee identified 19 neuropsychiatric syndromes that occur in SLE, ranging from seizures, chorea, and acute confusional state, to more subtle headaches, mood changes, and cognitive dysfunction [2]. Attributing neuropsychiatric manifestations to SLE, however, is often challenging as they can present in isolation and even predate SLE diagnosis, be indistinguishable in terms of presentation from non-SLE causes, may be associated with medication side effects, or can be attributed to a chronic disease state [3]. Nevertheless, support for neuropsychiatric SLE (NPSLE) manifestations as reflecting primary disease processes come from the fact that they often appear early in the disease course (before neurotoxic or neuro-affective medication administration, or prolonged disease), advanced imaging techniques present similar features among many of the patients, and SLE animal models manifest similar neurocognitive changes. Advancements in the understanding of the etiology of NPSLE began to emerge in the last decade, providing first glimpses as to the inflammatory effects of SLE in the brain, as well as their impact on neurocognition [3]. Furthering our understanding of the underlying processes will enhance our ability to diagnose NPSLE symptoms early, attribute them accurately and promptly, and potentially identify and allow the tailoring of specific treatment regimens.

MRL/MpJ-*Fas^lpr/lpr^* (MRL/*lpr*) lupus prone mice have a loss-of-function mutation in the *Fas* gene, superimposed on a complex MRL background. These mice manifest a lupus-like phenotype, including anti-nuclear antibody formation, immune-complex mediated glomerular disease, and typical skin manifestations [4]. MRL/*lpr* mice develop a range of cognitive and affective symptoms, including memory deficits and depression-like behavior, with prominent neurobehavioral deficits by 16 weeks [5]. This protracted course, in addition to several additional similarities in the clinical course and histologic presentations to human disease, makes this mouse strain a widespread choice for lupus research in general, and NPSLE, in particular.

Tumor necrosis factor (TNF)-like weak inducer of apoptosis, TWEAK (or TNFSF12), is a secreted member of the TNF-ligand superfamily, with pleotropic effects on multiple cell types, including enhancement of the inflammatory milieu, and context-dependent effects on cell survival and apoptosis. TWEAK and its cognate receptor Fn14 (TNFRSF12A) are expressed in astrocytes, microglia, brain microvascular endothelial cells, and neurons [6,7]. TWEAK/Fn14 interaction activates pro-inflammatory cytokine production, and is known to play an important role in NPSLE. We have shown that Fn14ko mice display significantly less depression and cognitive abnormalities than Fn14-sufficient littermates [8], while human NPSLE is associated with high TWEAK levels in the cerebrospinal fluid (CSF) [9].

Utilizing a novel gene expression analysis to determine the impact of the differential cortical transcriptomic fabric between Fn14-sufficient and Fn14-depleted lupus-prone mice would allow for the identification of crucial signaling pathways activated by the TWEAK/Fn14 interaction, emphasize relevant neurotransmission processes, and potentially identify new promising therapeutic targets.

## 2. Materials and Methods

### 2.1. Animals

MRL/*lpr* mice and Fn14ko (backcross generation #8) littermates were bred at Biogen Idec (Cambridge, MA, USA) and transferred to Albert Einstein College of Medicine (AECOM) at 8–10 weeks of age. Control MRL/*MpJ* (MRL/+) mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). Housing conditions were controlled, with a temperature of 21–23 °C and a 12:12 h light:dark cycle. All animal study protocols were approved by the institutional animal care and use committee (IACUC) at AECOM (protocol #20170516).

4 MRL/*lpr*, 4 Fn14ko, and 4 MRL/+ mice were used for these studies. All mice were female, and sacrificed at the diestrus phase of their hormonal cycle. At sacrifice, all were within one week of age (about 12 weeks old), and all were sacrificed within a 2-week time period. Following the sacrifice, the cortex was isolated and immediately processed.

### 2.2. Microarrays

We have used our standard protocol [10] for gene expression profiling. Briefly, the cortex of each of the 4 mice from each group (MRL/+, MRL/lpr, and Fn14ko) was minced in ice and the total RNA was extracted with Qiagen RNeasy mini kit (Qiagen, Germantown, MD, USA). RNA quality was checked with Agilent (Santa Clara, CA, USA) RNA 6000 Nano kit in an Agilent 2100 Bioanalyzer. RNA concentrations before and after reverse transcription in the presence of Cy3/Cy5 dUTP were determined with Thermo Fisher Scientific NanoDrop ND 2000 Spectrophotometer (Waltham, MA, USA). Eight hundred and twenty-five nanograms of differently labeled RNAs (Cy3/Cy5) from two biological replicas of the same phenotype were co-hybridized 17 h over night at 65 °C with microarrays of a 4 × 44 k Agilent 60 mer G2519F mouse chip. The microarrays were scanned with an Agilent G2539A dual laser scanner at 5 µm pixel size/20-bit and raw data extracted with Agilent Feature Extraction software vs. 11.1.1.

### 2.3. Filtering and Normalization

All corrupted spots or those with foreground fluorescence less than twice the background in any of the 12 profiled samples were disregarded from the analysis. Data were normalized according to our standard iterative method [10], alternating intra- and inter-array normalization to the expression level of the median gene until the overall maximum error of estimate becomes less than 5%. We chose the median expression for normalization basis because it is not affected by outliers, while average expression is affected. Owing to the non-uniform (from 1 to 13) number of microarray spots redundantly probing the same transcript, the single gene quantifiers were adjusted as described below to get the maximum accuracy.

### 2.4. Single Gene Quantifiers

The 4-biological replicas design of the experiment provides three independent measures for the expression of every single gene in each condition: average expression level (AVE), relative expression variability (REV), and expression correlation (COR) with each other gene [11]. Biological replicas can be considered as the same system subjected to slightly different environmental conditions. AVE, REV, and COR of gene *i* in the phenotype P (=MRL/+, MRL/*lpr*, Fn14ko) were computed as:

(1) $$\begin{array}{l} AVE_{i}^{\left(P\right)}=\frac{1}{R_{i}}\sum_{k=1}^{R_{i}}\mu_{i,k}^{\left(P\right)}=\frac{1}{R_{i}}\sum_{k=1}^{R_{i}}\underset{\mu_{i,k}^{\left(P\right)}}{\underset{︸}{\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{i,k,\xi }^{\left(P\right)}\right)}}\;,\;where:\\ R_{i}\;=\;\mathrm{number}\;\mathrm{of}\;\mathrm{microarray}\;\mathrm{spots}\;\mathrm{probing}\;\mathrm{redundantly}\;\mathrm{gene}\;i\\ a_{i,k,\xi }^{\left(P\right)}=\mathrm{expression}\;\mathrm{level}\;\mathrm{of}\;\mathrm{gene}\;“i”\;\mathrm{probed}\;\mathrm{by}\;\mathrm{spot}\;“k”\;\mathrm{on}\;\mathrm{biological}\;\mathrm{replica}\;“\xi ”\\ \mu_{i,k}^{\left(P\right)}\;=\;\mathrm{average}\;\mathrm{expression}\;\mathrm{level}\;\mathrm{of}\;\mathrm{gene}\;“i”\;\mathrm{probed}\;\mathrm{by}\;\mathrm{spot}\;“k”\;\mathrm{on}\;\mathrm{all}\;\mathrm{biological}\;\mathrm{replicas}\\ REV_{i}^{\left(P\right)}=\underset{\mathrm{correction}\;\mathrm{coefficient}}{\underset{︸}{\frac{1}{2}\left(\sqrt{\frac{r_{i}}{\chi^{2}\left(r_{i};0.975\right)}}+\sqrt{\frac{r_{i}}{\chi^{2}\left(r_{i};0.025\right)}}\right)}}\sqrt{\underset{\mathrm{pooled}\;\mathrm{CV}}{\underset{︸}{\frac{1}{R_{i}}\sum_{k=1}^{R_{i}}{\left(\frac{s_{ik}^{\left(P\right)}}{\mu_{ik}^{\left(P\right)}}\right)}^{2}}}}\times 100\%\\ \chi^{2}=\mathrm{chi}-\mathrm{square}\;\mathrm{score}\;\mathrm{for}\;r_{i}\;\mathrm{degrees}\;\mathrm{of}\;\mathrm{freedom}\;\mathrm{and}\;\alpha \;=\;0.05\\ s_{ik}=\mathrm{standard}\;\mathrm{deviation}\;\mathrm{of}\;\mathrm{the}\;\mathrm{expression}\;\mathrm{level}\;\mathrm{of}\;\mathrm{gene}\;i\;\mathrm{probed}\;\mathrm{by}\;\mathrm{spot}\;k\\ r_{i}=4R_{i}-1=\;\mathrm{number}\;\mathrm{of}\;\mathrm{degrees}\;\mathrm{of}\;\mathrm{freedom}\\ COR_{i,j}^{\left(P\right)}=\frac{\sum_{k=1}^{R_{i}}\left(\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{i,k,\xi }^{\left(P\right)}-\mu_{i,k}^{\left(P\right)}\right)\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{j,k,\xi }^{\left(P\right)}-\mu_{j,k}^{\left(P\right)}\right)\right)}{\sqrt{\sum_{k=1}^{R_{i}}{\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{i,k,\xi }^{\left(P\right)}-\mu_{i,k}^{\left(P\right)}\right)}^{2}\sum_{k=1}^{R_{i}}{\left(\frac{1}{4}\sum_{\xi =1}^{4}a_{j,k,\xi }^{\left(P\right)}-\mu_{j,k}^{\left(P\right)}\right)}^{2}}}\;(\mathrm{Pearson}\;\mathrm{correlation}\;\mathrm{cefficient}) \end{array}$$

Notes:

- AVE of each gene in a particular phenotype is expressed in units equal to the AVE of the median gene in all biological replicas of that phenotype.
- REV combines the coefficients of variation (CV) of the expression levels of all spots probing redundantly the same gene in the mid-interval chi-square estimate of the pooled CV.
- Synergistically-expressed genes change their expression levels in phase across biological replicas, antagonistically expressed do so in antiphase, while with independently expressed genes, change of expression of one gene has no direct consequences on the other. From this perspective, the upstream activator and downstream activated genes of a functional pathway should be synergistically expressed with the central gene. By contrast, the upstream inhibitor and downstream inhibited genes should be antagonistically expressed with the central gene. Independently expressed genes should not be considered as related to a pathway.
- If a gene is probed by a single spot (most cases) then two genes are *p* < 0.05 significantly synergistically expressed if COR > 0.95, significantly antagonistically expressed if COR < −0.95, and independently expressed if −0.025 < COR < 0.025. The absolute cut-off for significant synergism/antagonism changes with more spots redundantly probing the same transcript: |COR| > 0.707 for two spots, …, |COR| > 0.273 for 13 (maximum) number of spots [12].
- COR was determined by the Anaconda distribution of the Python 3 software “CORRELATION”, described in Reference [13].

Coordination analysis was used to reveal “transcriptomic stoichiometry” [10] within the genomic fabrics and of the fabrics’ interplay [14]. The Principle of Transcriptomic Stoichiometry, an extension of Dalton’s Law of Multiple Proportions from chemistry to networked genes, claims that genes are expressed in well-defined proportions to ensure the best efficiency of the functional pathways [14]. As such, genes encoding interacting products in functional pathways should be coordinately expressed, while independent expression of two genes indicates that their encoded products cannot be directly linked in the same pathway.

### 2.5. Gene Hierarchy and Gene Master Regulator of the Phenotype

Gene biomarkers of a disease are usually selected from the genes with most frequently altered sequence or expression level when comparing a large population of sick persons with a demographically matched population of healthy individuals [15,16]. Frequent alteration indicates that their sequence and/or expression level are weakly protected by cellular homeostatic mechanisms as expected for non-essential players. By contrast, genes in which sequence and/or expression level are critical for cell survival/phenotypic expression/integration into multi-cellular structure are strongly protected, and thereby less alterable in terms of their sequence and/or expression level. Moreover, expression of a critical gene regulates major functional pathways through expression coordination with the pathways’ genes. Therefore, in recent papers [11,13,17], we introduced the Gene Commanding Height (GCH) score, a combined measure of expression control and expression coordination with other genes in the phenotype. In this study, GCH was used to establish the hierarchy of genes in terms of their importance in preserving phenotype P:

(2) $$GCH_{i}^{\left(P\right)}\equiv \frac{{\langle REV\rangle }^{\left(P\right)}}{REV_{i}^{\left(P\right)}}\exp\left(\frac{4}{N}{\sum_{j\in ALL,j\neq i}\left(COR_{ij}^{\left(P\right)}\right)}^{2}-1\right)$$

The hierarchy is topped by the Gene Master Regulator (GMR), which is the most influential gene of the phenotype, and, by consequence, the most legitimate target for gene therapy [18]. With GCH one can also evaluate how influential are some other interesting genes, including the proposed NPSLE biomarkers [16,19], for example. GCH scores of all quantified genes in each of the three phenotypes were determined with the Python software “GENE COMMANDING HEIGHT”, described in Reference [13].

### 2.6. Expression Regulation

Instead of referring the absolute fold-change |*x*| to an arbitrary cut-off (1.5× or 2.0×), a gene was considered as significantly regulated in MRL/*lpr* or Fn14ko with respect to MRL/*+* if |x| exceeded the “CUT” of that particular gene in the compared phenotypes. CUT takes into account the combined contributions of the gene expression variabilities in the compared samples, as well as the technical noises of the probing spots in the two microarrays. Moreover, our significant regulation criterion includes the requirement that the p-value of the heteroscedastic *t*-test of the means’ equality is below 0.05.

(3) $$\begin{array}{l} \left|x_{i}^{\left(P\;\mathrm{vs}\;Q\right)}\right|>CUT_{i}^{\left(P\;\mathrm{vs}\;Q\right)}=1+\frac{1}{100}\sqrt{2\left({\left(REV_{i}^{\left(Q\right)}\right)}^{2}+{\left(REV_{i}^{\left(P\right)}\right)}^{2}\right)}\;\wedge \;p_{i}^{\left(P\;\mathrm{vs}\;Q\right)}<0.05\\ where:\;P\;=\;\mathrm{MRL}/\mathrm{lpr},\;\mathrm{Fn}14\mathrm{ko}\;\wedge Q=\;\mathrm{MRL}/+,\;\mathrm{Fn}14\mathrm{ko}\;\wedge Q\neq P\\ x_{i}^{\left(P\;\mathrm{vs}\;Q\right)}\equiv \{\begin{array}{cc} \frac{\mu_{i}^{\left(P\right)}}{\mu_{i}^{\left(Q\right)}} & ,\;\mathrm{if}\;\mu_{i}^{\left(P\right)}\geq \mu_{i}^{\left(Q\right)}\\ -\frac{\mu_{i}^{\left(Q\right)}}{\mu_{i}^{\left(P\right)}} & ,\;\mathrm{if}\;\mu_{i}^{\left(P\right)}<\mu_{i}^{\left(Q\right)} \end{array}\;\mathrm{expression}\;\mathrm{ratio}\;(\mathrm{negative}\;\mathrm{for}\;\mathrm{down}-\mathrm{regulation})\; \end{array}$$

There are three possible measures of expression regulation: (i) “uniform” by assigning the value +1/−1 to each significantly up-/down-regulated gene, (ii) “expression ratio”, and (iii) “weighted individual (gene) regulation (WIR)” [11]. The uniform measure is the most popular owing to its use in the traditional percentage of up-/down-regulated genes. The uniform measure is restricted to only significantly regulated genes with respect to (mostly arbitrarily introduced) cut-offs for fold-change and/or *p*-value. The uniform measure considers all regulated genes as equal contributors to the transcriptome alteration. Expression ratio discriminates genes’ contributions with respect to their fold-change. However, of the three, *WIR* is the most comprehensive measure because it: (i) is applied to all genes, (ii) weighs the gene’s contribution with its normal expression, (iii) considers the absolute net fold-change of the expression level and (iv) takes into account the statistical confidence in the regulation:

(4) $$\begin{array}{l} WIR_{i}^{\left(P\;\mathrm{vs}\;Q\right)}\equiv AVE_{i}^{\left(Q\right)}\underset{\mathrm{regulation}\;\mathrm{sign}}{\underset{︸}{\frac{x_{i}^{\left(P\;\mathrm{vs}\;Q\right)}}{\left|x_{i}^{\left(P\;\mathrm{vs}\;Q\right)}\right|}}}\underset{\mathrm{absolute}\;\mathrm{net}\;\mathrm{fold}-\mathrm{change}}{\underset{︸}{\left(\left|x_{i}^{\left(P\;\mathrm{vs}\;Q\right)}\right|-1\right)}}\underset{\mathrm{confidence}\;\mathrm{of}\;\mathrm{the}\;\mathrm{regulation}}{\underset{︸}{\left(1-p_{i}^{\left(P\;\mathrm{vs}\;Q\right)}\right)}}\\ where:\;P\;=\;\mathrm{MRL}/\mathrm{lpr},\;\mathrm{Fn}14\mathrm{ko}\;\wedge Q=\;\mathrm{MRL}/+,\;\mathrm{Fn}14\mathrm{ko}\;\wedge Q\neq P \end{array}$$

### 2.7. Analysis of the Genomic Fabrics of Functional Pathways

We view the transcriptome as a multi-dimensional mathematical object [11], subjected to a phenotypically specific dynamic set of expression correlations among the genes associated in partially overlapping genomic fabrics [10]. The genomic fabric of a functional pathway was defined as the transcriptome associated with the most stably expressed and interconnected gene network responsible for that pathway [11]. The three independent characteristics of every quantified gene in each phenotype allowed us to characterize the phenotypic differences based on the remodeling of the genomic fabrics in terms of differential expression profile, differential control, and differential inter-coordination.

Kyoto Encyclopedia of Genes and Genomes (KEGG [20]) was used to identify 133 genes involved in the chemokine signaling pathway (Reference [21], hereafter denoted by CHS) and 274 genes of the Phosphoinositide 3-kinase (PI3K)-AKT signaling pathway (Reference [22], AKT). KEGG was also used to select neurotransmission genes: 100 glutamatergic (Reference [23], GLU), 76 GABAergic (Reference [24], GAB), 97 cholinergic (Reference [25], CHO), 117 dopaminergic (Reference [26], DOP) and 83 serotonergic (Reference [27], SER).

Differential expression of all quantified genes (ALL) or of genes from a selected pathway Γ when comparing the three phenotypes among themselves were quantified both as percentages of up- and down-regulated genes and with the Weighted Pathway Regulation (WPR [14]):

(5) $$\begin{array}{l} WPR_{\Gamma }^{\left(P\;\mathrm{vs}\;Q\right)}\equiv \sqrt{\frac{1}{Card(\Gamma )}\sum_{i=1}^{Card(\Gamma )}{\left(WIR_{i\in \Gamma }^{\left(P\;\mathrm{vs}\;Q\right)}\right)}^{2}}\;,\;where:\;\\ P\;=\;\mathrm{MRL}/\mathrm{lpr},\;\mathrm{Fn}14\mathrm{ko}\;\wedge Q=\;\mathrm{MRL}/+,\;\mathrm{Fn}14\mathrm{ko}\;\wedge Q\neq P\\ \Gamma =ALL,CHS,AKT,GLU,GAB,CHO,DOP,SER\\ Card(\Gamma )=\;\mathrm{number}\;\mathrm{of}\;\mathrm{quantified}\;\mathrm{genes}\;\mathrm{in}\;\mathrm{the}\;\mathrm{pathway}\;\Gamma \end{array}$$

## 3. Results

Raw and normalized gene expression data were deposited and are publicly accessible in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI) (Remodeling of Neurotransmission and Chemokine Signaling Genomic Fabrics in Neuropsychiatric Systemic Lupus Erythematosus. Available online: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164140 (Accessed: 10 January 2021). In total we quantified 16,989 unigenes in all 12 profiled samples, with 16,989 average expression level (AVE), 16,989 relative expression variability (REV), and 144,304,566 expression correlation (COR) values for each phenotype.

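Cortex RNA of 4 MRL/lpr, 4 Fn14ko and 4 MRL/+ mice was hybridized to 6 Agilent arrays read in Cy3 and Cy5. Each array held 2 mice of the same group, replicates 1 and 3 in Cy3 and replicates 2 and 4 in Cy5. Both arrays of a group lay on a slide that held no other group, so slide and group cannot be told apart. The deposited scanner output gives the intensity of each of 44397 spots and of its local background, together with the scanner software's marks of spot quality and its own processed signal. After removal of the controls, 43020 spots remained. Spots that the software marked as uneven or as outliers in any channel (1952), and spots whose mean foreground was below 2 times the median local background in any of the 12 samples (17781, some of them marked as well), were left out. The remaining 24255 spots covered 17302 genes, of which 12929 had 1 spot and the rest up to 13. Foreground was corrected for background by limma's normexp method with an offset of 50, each channel was divided by the median of its retained spots, and the spots of a gene were averaged. Signals are therefore in units of the median spot of the sample. Log2 signals of all 12 mice were fitted with limma, with dye as a term and the array as a random block, and p-values were adjusted by the Benjamini-Hochberg method at a false discovery rate of 0.05. The Cy5 channels of the 2 MRL/+ arrays stood apart: 35.0% and 21.2% of their spots were well above background, against at least 56.6% in every other channel. Their dark control spots lay at 6.14 and 6.40 times the local background, against 1.10 to 2.66 times elsewhere. As a result, only 15 and 9 of their spots were below 2 times the background, against 8465 to 14724 in the other channels. No spot was saturated. By limma, 2492 genes differed between MRL/lpr and MRL/+ (1044 higher and 1448 lower in MRL/lpr), 165 between Fn14ko and MRL/+ (41 higher and 124 lower in Fn14ko) and 790 between MRL/lpr and Fn14ko (446 higher and 344 lower in MRL/lpr). The alternative that moved these counts most was to keep every unmarked spot however dim, with 22, 0 and 32 genes of 29149 (9125, 1683 and 2344 at an unadjusted p under 0.05 from limma). That setting also divided each channel by the median of all its unmarked spots, so the scale of every gene changed with it. The number of arrays limits the precision of every value.

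**Figure D1:**
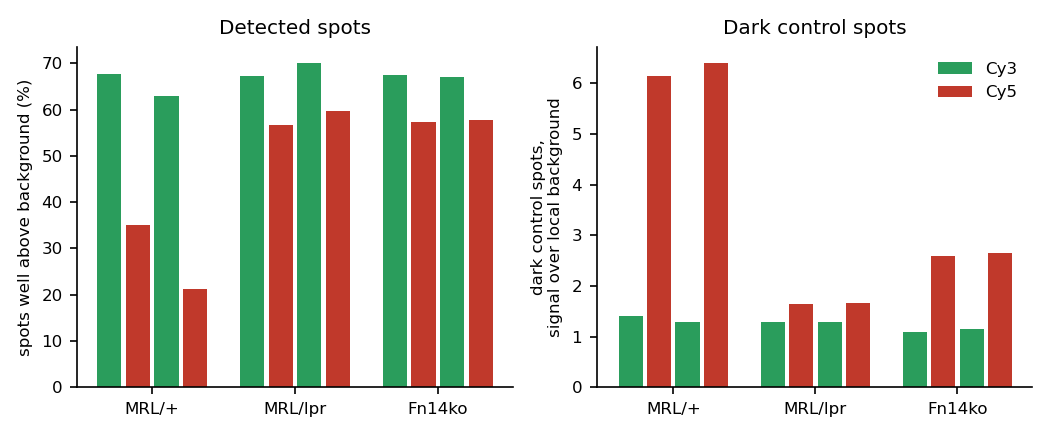
Percent of spots well above background and signal of dark control spots over the local background in each of the 12 channels, by group and dye. The MRL/+ Cy5 channels (35.0% and 21.2%) lie below every other channel (56.6% or more).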

### 3.1. Three Independent Characteristics for Every Gene

Figure 1 presents the three independent characteristics (AVE, REV, and COR) of 50 genes involved in the KEGG-derived chemokine signaling pathway [20]. 

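Across the 17302 genes, average expression (AVE), relative variability (REV) and the mean squared correlation of a gene with all others, taken here as the summary of COR, were compared in pairs within each group by Spearman's rho. Genes are not independent replicates, so no p-value was attached to these coefficients. In MRL/+, rho was -0.379 between AVE and REV, -0.479 between AVE and squared COR, and 0.47 between REV and squared COR. In MRL/lpr the coefficients were -0.201, -0.245 and 0.21, and in Fn14ko -0.473, -0.464 and 0.416. Pearson's correlation across the same genes was -0.0539, -0.247 and 0.447 in MRL/+, -0.0112, 0.0286 and 0.085 in MRL/lpr, and -0.0957, -0.177 and 0.391 in Fn14ko. Median REV was 52.1% in MRL/+, 31.5% in MRL/lpr and 36.5% in Fn14ko. In MRL/+ the processed signal of spots well above background, chosen after the data were seen, moved median REV most, to 27.3%, with 24.7% and 24.2% in the other groups. In MRL/lpr the removal of the mean dye difference moved it most, to 22.7%, with 43.5% in MRL/+ and 38.5% in Fn14ko. In Fn14ko loess moved it most, to 23.6%, with 34.9% in MRL/+ and 25.1% in MRL/lpr.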

The independence of the three features was statistically significant, with p-values ranging from 5 × 10^−4^ to 3 × 10^−5^. Figure 1c illustrates the expression correlation of each gene to *Tnfrsf12a* (a.k.a. *Fn14*). Because Fn14ko mice are deficient in *Fn14*, they are not included in this analysis.

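Tnfrsf12a was measured by 1 probe on chromosome 17 of mm9, from 23812746 to 23812805. Its signal in the 4 Fn14ko mice was 0.739, 0.777, 0.604 and 0.655, in the MRL/+ mice 1.02, 1.18, 0.943 and 1.28, and in the MRL/lpr mice 1.86, 1.57, 1.90 and 1.38. The spot was called well above background in 4 of 4 Fn14ko, 4 of 4 MRL/lpr and 3 of 4 MRL/+ mice. The means were 0.694 ± 0.0786 in Fn14ko, 1.11 ± 0.152 in MRL/+ and 1.68 ± 0.246 in MRL/lpr (SD, n = 4 mice each). Between MRL/lpr and Fn14ko the log2 fold change was 1.27 (standard error 0.19, limma adjusted p = 0.00287), and it remained past the threshold with each mouse of these groups left out in turn (1.17 to 1.39). With dim spots kept, that difference was 1.14 (limma adjusted p = 0.459). The difference of Fn14ko from MRL/+ was -0.67 (standard error 0.19, adjusted p = 0.104 from limma), and that of MRL/lpr from MRL/+ was 0.60 (standard error 0.19, adjusted p = 0.0555). In each of the 3 comparisons no mouse of one group overlapped the other (2-sided exact permutation p = 0.0286, the smallest that 4 mice against 4 allow). This test, here and below, ignores that 2 mice share each array, so its p can be too small. Single mice decided the last 2 calls: without MRL/+ replicate 3, Fn14ko against MRL/+ passed the threshold (-0.77, limma adjusted p = 0.048), and without MRL/lpr replicate 4 so did MRL/lpr against MRL/+ (0.72, limma adjusted p = 0.0288). Keeping dim spots, which also rescales each channel by the median of all its unmarked spots, turned Fn14ko against MRL/+ to 0.06. Tnfsf12, which encodes TWEAK, was not detectably changed in MRL/lpr against MRL/+ (-0.39, standard error 0.22, limma adjusted p = 0.209, and 0.20 with dim spots kept). Its 2 probes gave -0.21 and -0.61 singly (limma adjusted p = 0.48 and 0.228). Both were well above background in only 2 of 4 MRL/+ mice, so a change of Tnfsf12 is not excluded. The signal of Fas, the gene mutated in lpr, was 0.202 ± 0.0555 in MRL/lpr and 0.484 ± 0.217 in MRL/+, a log2 fold change of -1.14 (standard error 0.45, adjusted p = 0.10 from limma, which became 0.0142 with MRL/+ replicate 3 left out). Fas was well above background in only 3 of 4 MRL/lpr and 2 of 4 MRL/+ mice. The 4 MRL/+ mice had 0.458, 0.647, 0.186 and 0.643, in channels whose lowest value after background correction was 34.4%, 50.0%, 8.59% and 23.6% of the median, so the size of the difference is not established.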

The most notable changes appreciated from the AVE and REV analyses in Figure 1 are the gene expression differences of *Akt2* (thymoma viral proto-oncogene 2; a serine/threonine protein kinase that is important in the regulation of glucose uptake, as well as in cell survival, proliferation, growth, and angiogenesis) among the different experimental models. 

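Akt2 was measured by 4 probes on chromosome 7 of mm9, whose mean signal was 5.46 ± 0.523 in MRL/lpr and 2.70 ± 0.12 in MRL/+ (SD, n = 4 mice each). The MRL/lpr mice had 5.24, 5.85, 4.83 and 5.93, and the MRL/+ mice 2.70, 2.58, 2.66 and 2.87. This is a log2 fold change of 1.01 (standard error 0.15, adjusted p = 0.00152 from limma) and the groups did not overlap (2-sided exact permutation p = 0.0286). With each mouse of the 2 groups left out in turn it ranged from 0.97 to 1.06 and stayed past the threshold. The probes differed from one another. From 28424412 to 28424471 the log2 fold change was 1.55 (adjusted p = 0.0029) and from 28424405 to 28424464 it was 0.98 (adjusted p = 0.0147), in the limma fit of single probes. The probe from 28425375 to 28425434 gave 0.05 (adjusted p = 0.893) and the probe from 28418226 to 28418285 gave -0.78 (adjusted p = 0.0613) in the same limma fit. The mean of the Akt2 probes therefore rests on a pair of them that overlap. Keeping dim spots moved the gene's value most, to 1.61 (limma adjusted p = 0.158). The relative variability (REV) of Akt2, the coefficient of variation corrected for the number of spots and mice, was 17.7% in MRL/lpr and 23.6% in MRL/+. With 1 mouse left out, REV ran from 15.6% to 22.2% in MRL/lpr. In MRL/+ it ran from 12.5% without replicate 4 to 28.9% without replicate 2, so the order of the groups is not settled.

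**Figure D2:**
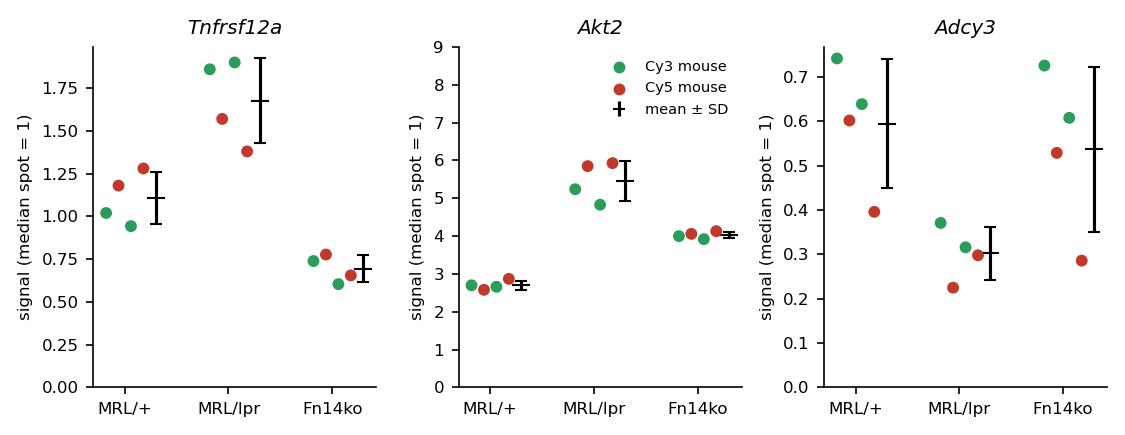
Signal of Tnfrsf12a, Akt2 and Adcy3 in each mouse, in units of the median spot of the sample, with the mean and SD of the 4 mice of each group, Cy3 mice in green and Cy5 mice in red. The MRL/lpr mice lie between 4.83 and 5.93 for Akt2 and the MRL/+ mice between 2.58 and 2.87.

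**Figure D3:**
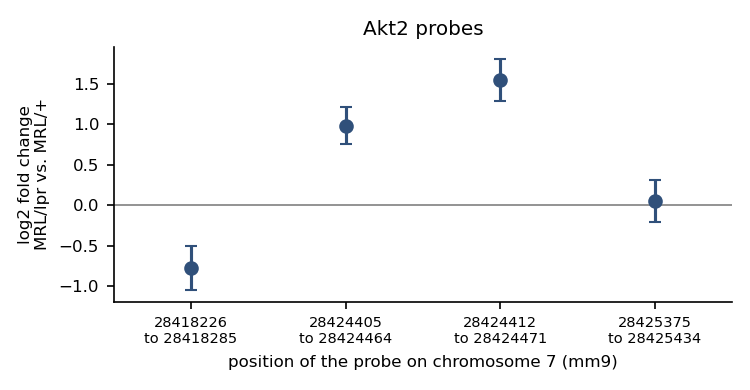
Log2 fold change of MRL/lpr against MRL/+ with its standard error for each of the 4 Akt2 probes, by position on chromosome 7 of mm9. The values run from -0.78 to 1.55.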

Cortical tissue from MRL/*lpr* mice demonstrated significant upregulation of *Akt2*, as well as highly increased REV, compared with the MRL/+ control. *Akt2* expression and relative variability in Fn14ko is similar to that in the MRL/+ control, indicating that Fn14 deficiency corrects the aberrancy in *Akt2* expression and variability. However, COR analysis surprisingly did not demonstrate a significant correlation between *Fn14* expression and *Akt2*. This highlights the complexity of signaling pathways, and the study of gene expression in general, as expression of a gene of a specific receptor and the activation of this receptor with its downstream effects are separate and sometime independent processes.

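In Fn14ko the mean signal of Akt2 was 4.03 ± 0.0863 (SD, n = 4 mice) and its REV 23.9%. The mice had 4.00, 4.06, 3.92 and 4.13, all above the highest MRL/+ mouse at 2.87 (2-sided exact permutation p = 0.0286). Against MRL/+ the log2 fold change of Fn14ko was 0.58 (limma adjusted p = 0.0839). It was past the threshold in 6 of 23 settings. Among these, limma gave 0.54 with background subtraction (adjusted p = 0.0157) and 0.58 without the array block (adjusted p = 0.0179). The mean over the single probes of Akt2 was 0.08. From the level and variability of Akt2 in the 3 groups, the paper concludes that deficiency of Fn14 corrects the change of Akt2 in MRL/lpr.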

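In the 4 MRL/+ mice, in the order of replicates 1 to 4, Tnfrsf12a had signals of 1.02, 1.18, 0.943 and 1.28 where Akt2 had 2.70, 2.58, 2.66 and 2.87. In MRL/lpr, Tnfrsf12a had 1.86, 1.57, 1.90 and 1.38 where Akt2 had 5.24, 5.85, 4.83 and 5.93. On gene means, the pair was past neither the cut-off of 0.95 for coordination nor that for independence in either group, nor in Fn14ko. The study lowers its cut-off for genes with several spots, and Akt2 has 4. That lower cut-off was not applied, so coordination by the study's own rule is not decided here. With 4 mice, an exact permutation of the pairings cannot give a 2-sided p below 0.0833.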

### 3.2. Three Measures of Expression Level Regulation of Individual Genes

Figure 2 shows three ways of presenting gene expression level regulation: (a) uniform +1/−1 (upregulation/downregulation) statistically significant contribution to the transcriptomic differences, (b) expression ratio, or “fold-change”, and (c) weighted individual gene regulation (WIR). For this illustration, we chose 50 representative genes involved in the chemokine signaling pathway. As shown in Figure 2a, the “uniform” presentation only indicates whether these genes are significantly upregulated or downregulated but does not provide any further means of differentiating between the genes. At the same time, both the fold-change in expression level (Figure 2b) and WIR (Figure 2c) do. For example, *Cxcl11* (C-X-C motif chemokine 11; an interferon-inducible T-cell chemoattractant) is upregulated in all three comparisons, but it is through the fold-change analysis that we can understand the magnitude of the difference in expression levels (2.52× in MRL/*lpr* vs. MRL/+; 1.64× in Fn14ko vs. MRL/+; and 1.52× in MRL/*lpr* vs. Fn14ko). WIR analysis further demonstrates that, within this selection of genes, *Cxcl11* has the largest positive contribution to the MRL/*lpr* transcriptome (59.87), and somewhat less so to the Fn14ko (24.55) compared to background controls.

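Cxcl11 was measured by 2 probes on chromosome 5 of mm9, from 92788567 to 92788626 and from 92788640 to 92788699. Its signal was 45.9 ± 5.00 in MRL/lpr, 17.3 ± 5.38 in Fn14ko and 14.9 ± 5.7 in MRL/+ (SD, n = 4 mice each). Its log2 fold change was 1.69 in MRL/lpr against MRL/+ (standard error 0.34, limma adjusted p = 0.00754), 0.23 in Fn14ko against MRL/+ (adjusted p = 0.659) and 1.46 in MRL/lpr against Fn14ko (adjusted p = 0.0278). The MRL/lpr mice overlapped neither other group (2-sided exact permutation p = 0.0286), and the Fn14ko and MRL/+ mice overlapped (p = 0.486 from the same permutation test). Without MRL/+ replicate 4 the first comparison fell short of the threshold (1.46, limma adjusted p = 0.055), as did the third (1.46, adjusted p = 0.0741). In limma the third also fell short without Fn14ko replicate 2 (1.58, adjusted p = 0.0554) and without MRL/lpr replicate 2 (1.33, adjusted p = 0.0506). With Agilent's processed signal, MRL/lpr against MRL/+ gave 0.29 (limma adjusted p = 0.344) and Fn14ko against MRL/+ gave -1.13 (adjusted p = 0.00939). The latter was also below 0 without Fn14ko array 2 (-0.09). The study's expression ratio, in which a negative value is a decrease, was 3.08 in MRL/lpr and 1.16 in Fn14ko against MRL/+, and 2.65 between MRL/lpr and Fn14ko. The weighted individual regulation (WIR) multiplies the AVE of the reference group by the change in ratio and by 1 minus the p of the methods' t-test. For Cxcl11 it was 31.0, 1.05 and 28.6 in the same order of comparisons.

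**Figure D4:**
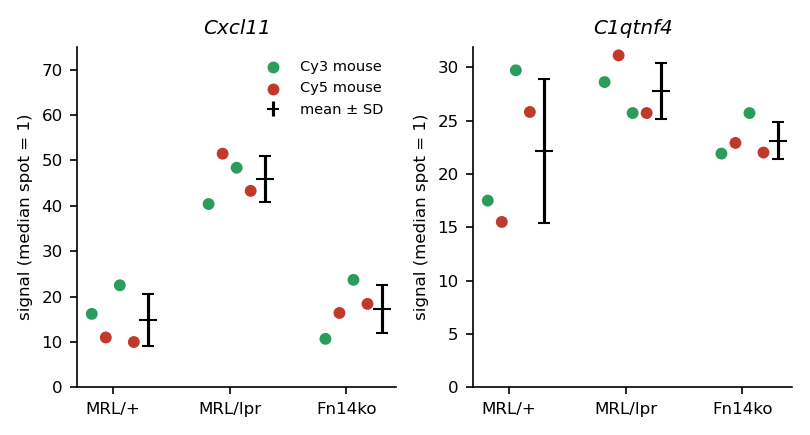
Signal of Cxcl11 and C1qtnf4 in each mouse, in units of the median spot of the sample, with the mean and SD of the 4 mice of each group. The MRL/lpr mice lie between 40.4 and 51.5 for Cxcl11, above the highest mouse of the other groups at 23.7.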

### 3.3. Regulation of Signaling Pathways and NPSLE Biomarkers

Going beyond individual genes, we proceeded to examine relevant pathways that may be differentially regulated in the setting of NPSLE. Increased levels of pro-inflammatory cytokines and chemokines in the brains of SLE patients are thought to play an important role in the development of neuropsychiatric manifestations [3]. In addition, neurotransmission is often the final outcome of signaling pathways in the brain and a key shaper of neuronal networks, which have been shown to be significantly altered in the context of NPSLE [28]. We therefore chose to focus on major KEGG-derived neurotransmission and chemokine signaling pathways that may potentially spotlight central pathogenic mechanisms of NPSLE. The apparent importance of *Akt2* in the MRL/*lpr* model, as shown in Figure 1 and Figure 3b, also directed us to examine the role of the PI3K-AKT pathway.

Table 1 lists significantly regulated neurotransmission genes in the MRL/*lpr* mice cortex and their corresponding expression ratios and WIRs in the Fn14ko mice, both with respect to the MRL/+ control. 

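All 50 genes of Table 1 were quantified, and 48 of them have an expression ratio for MRL/lpr in the table. Of the 11 listed as up-regulated, 7 were higher in MRL/lpr than in MRL/+, 1 of them past the limma threshold, and their median log2 fold change was 0.13. Of the 37 listed as down-regulated, 22 were lower, 7 of them past the threshold, with a median of -0.23. In total 14 genes of the table passed the threshold, and 19 did when p-values were adjusted over the list alone. The study chose the list on these samples, so the second count is not independent evidence. Among the 14, 5 lay in the direction opposite to the table: Adcy3 (-0.96), Grin2b (-0.83), Mapk11 (2.12), Plcb4 (1.57) and Ppp2r2c (1.06). These were chosen after their values were seen. By the study's criterion, an expression ratio past a cut-off set by the variability of the gene together with the methods' t-test, 11 of the 48 genes were called, 7 in the table's direction. In Fn14ko, 25 of the 33 genes with a ratio lay in the table's direction, and Gabbr1 (-1.05, limma adjusted p = 0.0243) and Slc6a11 (-0.94, adjusted p = 0.0328) passed the threshold against MRL/+. The number in the table's direction in MRL/lpr was 29 of 48, and moved most when dim spots were kept, to 15.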

Of specific interest are the significantly down-regulated or up-regulated genes in MRL/*lpr*, yet without a similar effect in the Fn14ko mice, as these genes are likely more directly related to TWEAK/Fn14 activity. *Adcy3* (adenylate cyclase 3; catalyzes the formation of the signaling molecule cyclic adenosine monophosphate (cAMP); WIR = 165.74); and *Akt2* (WIR = 55.62) were most notable in their level of contribution to the transcriptome of MRL/*lpr* compared to MRL/+. 

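Adcy3 was measured by 1 probe on chromosome 12 of mm9, from 4211535 to 4211594. Its signal was 0.302 ± 0.0605 in MRL/lpr and 0.595 ± 0.145 in MRL/+ (SD, n = 4 mice each), and the spot was called well above background in only 2 of the 4 MRL/+ mice. The MRL/lpr mice had 0.371, 0.225, 0.316 and 0.298, and the MRL/+ mice 0.742, 0.602, 0.639 and 0.396. Adcy3 was lower in MRL/lpr by limma, with a log2 fold change of -0.96 (standard error 0.26, adjusted p = 0.0303). With each mouse of the 2 groups left out in turn it stayed past the threshold in 4 of 8 fits. It fell short without MRL/lpr replicate 1 (limma adjusted p = 0.0552), replicate 2 (0.0584) or replicate 3 (0.0675), and without MRL/+ replicate 4 (0.105). Of the other alternatives, keeping dim spots moved it most, to -0.36 (limma adjusted p = 0.511). In Fn14ko the Adcy3 signals were 0.726, 0.529, 0.608 and 0.286, not detectably different from MRL/+ (-0.19, limma adjusted p = 0.647) or from MRL/lpr (-0.77 for MRL/lpr against Fn14ko, adjusted p = 0.127). The expression ratio of Adcy3 in MRL/lpr against MRL/+ was -1.97 and its WIR -0.562.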

No prior association has been made between these 2 genes, but it is notable that both encode for enzymes that are involved in glucose metabolism [29]. Interestingly, while neither gene has been studied in the setting of NPSLE, insulin resistance has been implicated in neurocognitive dysfunction [30]. Of note, two other main contributors to the lupus phenotype are also part of the PI3K-AKT pathway: *Gm2436* (WIR = 19.88) and *Gng3* (WIR = −30.02). 

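Gm2436, which the arrays list by a RefSeq model identifier and which was matched here by the probe's description, was measured by 1 probe on chromosome 12 of mm9 starting at 56243090. Its signal was 1.71 ± 0.408 in MRL/lpr and 1.15 ± 0.527 in MRL/+ (SD, n = 4 mice each). The log2 fold change was 0.68 (standard error 0.24, limma adjusted p = 0.0762), with an expression ratio of 1.49 and a WIR of 0.486. Gm2436 passed the limma threshold with background subtraction (0.71, adjusted p = 0.0185), with the processed signal (0.63, adjusted p = 0.0477) and without MRL/+ replicate 3 (0.87, adjusted p = 0.0233). Gng3, measured by 1 probe on chromosome 19 starting at 8912410, had signals of 36.5 ± 3.31 in MRL/lpr and 47.4 ± 13.8 in MRL/+ (SD, n = 4 mice each). Its log2 fold change was -0.33 (standard error 0.23, adjusted p = 0.308 from limma), its expression ratio -1.30 and its WIR -11.1. The MRL/+ mice had 32.7 and 38.5 on one array and 60.3 and 58.0 on the other, so that the fold change of Gng3 was -0.70 (limma adjusted p = 0.0393) without MRL/+ array 1 and 0.04 (adjusted p = 0.91) without MRL/+ array 2. It passed the limma threshold with loess (-0.57, adjusted p = 0.00668) and was 0.27 with dim spots kept (adjusted p = 0.749). In Fn14ko against MRL/+, Gng3 had a log2 fold change of -0.08 (limma adjusted p = 0.837).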

As an illustration of the complex interplay of the regulated genes within a neurotransmission pathway, we present a schematic of the GABAergic pathway (Figure 4).

Figure 3a shows the percentages of up- and down-regulated genes of each pathway compared with MRL/+, and Figure 3b displays the weighted pathway regulation (WPR) differences among the 3 phenotypes for all genes (ALL), as well as for the investigated neurotransmission, chemokine, and PI3K-AKT signaling pathways. In general, compared to the MRL/+ control, fewer genes were upregulated in the MRL/*lpr* model than in Fn14ko, without notable differences in the downregulated genes. 

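By the study's criterion, 4.58% of the 17302 genes were up-regulated (792 genes) and 7.25% down-regulated (1255) in MRL/lpr against MRL/+. In Fn14ko against MRL/+, 1.32% were up-regulated (228) and 2.13% down-regulated (368). Between MRL/lpr and Fn14ko the percentages were 3.76% and 4.11%. The down-regulated share in MRL/lpr depended on single MRL/+ mice, from 3.34% without MRL/+ replicate 2 to 15.8% without MRL/+ replicate 3. In Fn14ko the down-regulated share was 0.0583% with dim spots kept and 4.78% without MRL/+ replicate 3. The percentages of single pathways were not computed, since the gene sets of the pathways are not part of the deposited data.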

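The weighted pathway regulation (WPR) is the square root of the mean squared WIR over a set of genes. Over the 17302 quantified genes it was 4.49 for MRL/lpr against MRL/+, 3.35 for Fn14ko against MRL/+ and 5.87 for MRL/lpr against Fn14ko. With 1 mouse left out at a time, these ranged from 4.12 to 6.69, from 2.32 to 4.88 and from 4.32 to 7.93, which overlap. Keeping dim spots gave WPR values of 12.7, 11.1 and 19.1, and the processed signal 13.5, 10.5 and 6.80. Over spots well above background in all 12 samples, the third fell to 1.46, below the value of 1.76 for Fn14ko against MRL/+.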

At the same time, based on the WPR (Figure 3b), the differences between the two controls (Fn14ko and MRL/+) are substantially smaller than those between the lupus-prone mouse (MRL/lpr) and the two controls. The dopaminergic pathway stands out as the most affected neurotransmission pathway in the MRL/*lpr* phenotype, although others show similar trend, as demonstrated in Table 1 and Figure 3b.

WIR analysis of genes from the PI3K-AKT (AKT) pathway that are not part of neurotransmission pathways is shown in Figure 3c. 

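The WIR of Akt2 was 2.76 ± 0.576 for MRL/lpr against MRL/+, 1.42 ± 0.536 for MRL/lpr against Fn14ko and 1.33 ± 0.198 for Fn14ko against MRL/+ (SD propagated from the mice of both groups). The expression ratios behind them were 2.02, 1.36 and 1.49. By the study's criterion Akt2 was up-regulated in MRL/lpr against MRL/+, where the cut-off for the ratio was 1.42, and in Fn14ko against MRL/+. It was not called between MRL/lpr and Fn14ko, where the cut-off was 1.42 as well.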

Most impressively, WIR of *Akt2* in the MRL/*lpr* model is considerably high with respect to both MRL/+ and Fn14ko, while it is practically null (0.06) in the Fn14ko mice compared to MRL/+. These results indicate the importance of *Akt2* in regulating the MRL/*lpr* lupus-prone phenotype, and highlight the role of TWEAK/Fn14 activation.

Figure 3d presents the WIRs of genes previously identified as possible NPSLE biomarkers [16] (extensive review of potential biomarkers can be found in Reference [30]). 

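C1qtnf4 was measured by 1 probe on chromosome 2 of mm9 starting at 90730416. Its signal was 27.8 ± 2.59 in MRL/lpr and 22.1 ± 6.73 in MRL/+ (SD, n = 4 mice each), and the mice of the groups overlapped (2-sided exact permutation p = 0.257). The log2 fold change was 0.37 (standard error 0.22, limma adjusted p = 0.235), the expression ratio 1.25 and the WIR 4.52. The MRL/+ mice had 17.5 and 15.5 on one array and 29.7 and 25.8 on the other. Without MRL/+ array 1 the fold change of C1qtnf4 was -0.001 (adjusted p = 0.998), and without MRL/+ array 2 it was 0.75 (adjusted p = 0.0264), both from limma.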

*C1qtnf4* (C1q and tumor necrosis factor related protein 4; known to have enriched expression in the brain, and plays a role in the regulation of inflammation) had the largest (negative) contribution to the transcriptomic alterations in the cortex of MRL/*lpr* with respect to MRL/+ control. However, in general, most biomarker genes do not seem to make a significant contribution to the lupus-prone transcriptome of the MRL/*lpr* mouse.

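Of 50 biomarker genes printed in Fig. 3d, 47 were quantified. In MRL/lpr against MRL/+ their WIRs ranged from -6.99 for Tnfrsf21 to 8.94 for Ftl1, where C1qtnf4 ranked 3 from the top. All 17302 genes ranged from -114 to 126. The median absolute WIR was 0.449 for the biomarkers and 0.383 for all genes. By the study's criterion 5 biomarkers were called: Igfbp2 and Tnfrsf19 up, and C1ql2, C3 and Tnfrsf21 down. These genes were chosen after their values were seen. In Fn14ko against MRL/+, 3 were called, all down: C1ql1, Tnfrsf21 and Tnfrsf12a, which is the gene knocked out.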

### 3.4. Gene Hierarchy

As described previously [13], genes that are important to the normal functioning of the system are generally more preserved, both in term of expression level and sequence. In addition, the more important the gene, the more related genes are dependent on it. The gene commanding height (GCH) is a combined measure of expression control and coordination with many other genes, that can be useful to predict and identify the crucial genes involved in a particular system, or the Gene Master Regulators (GMRs). Figure 5a presents the top 15 genes in each strain’s cortex, and their GCH scores in the other strains. 

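The gene commanding height (GCH) combines the control of a gene's expression with its squared correlation with all other genes. The highest score was 78.6 for Bpgm in MRL/+, 377.2 for Dennd4b in MRL/lpr and 63.4 for Ccdc134 in Fn14ko. These genes were chosen after their scores were seen. The gene ranked 15 had 29.1, 26.0 and 20.6, and the median over all genes was 2.76, 2.26 and 1.99. The 15 highest genes of a group changed with the processing. Of the 15 in MRL/+, background subtraction kept 2 and the within-array loess kept 0, and of the 15 in MRL/lpr, 2 and 1 were kept.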

Of main interest are the GMRs in the MRL/+ phenotype, that are likely important in preserving the mice health, and are less regulated or protected in the MRL/*lpr* lupus-prone model. For example, the top GMR identified in the MRL/+ mice is *Gtf2a2* (general transcription factor IIA subunit 2), which has been previously implicated as potential gene regulator in the context of human SLE [31]. 

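Gtf2a2 had a GCH of 7.46 in MRL/+, rank 944 of 17302 genes, 0.575 in MRL/lpr (rank 16492) and 3.79 in Fn14ko (rank 2616). Its signal in the MRL/+ mice was 1.23, 1.13, 1.28 and 0.942. In MRL/lpr the mice had 1.10 and 1.17 on one array and 2.38 and 5.63 on the other. This spread came from 1 probe, with 3.68 ± 4.09 in MRL/lpr, where the other probe had 1.46 ± 0.201 (SD, n = 4 mice). Singly they gave log2 fold changes of 1.02 and 0.37 against MRL/+ (limma adjusted p = 0.224 and 0.167). The difference between MRL/lpr and MRL/+ was 0.85 on the log2 scale (limma adjusted p = 0.177) and was 1.69 (adjusted p = 0.0079) without MRL/lpr array 1 and 0.001 without MRL/lpr array 2. The rank of Gtf2a2 in MRL/+ ran from 360 with specks capped, a setting chosen after the data were seen, and 406 with background subtraction to 4833 with the dye difference removed, 5062 with the processed signal and 8890 of 29149 genes with dim spots kept. With 1 MRL/+ mouse left out, the GCH of Gtf2a2 was 11.9 to 38.1 and its rank 344 to 1738.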

For comparison, we present in Figure 5b the GCH scores of the previously introduced potential biomarkers for NPSLE. It is evident that none of these putative biomarkers has a significant GCH (note the difference in magnitude compared to the GCH scores of the genes in Figure 5a), rendering them unlikely to be major lupus susceptibility genes, or serve as targets for effective therapy.

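For the 47 biomarkers quantified, the median GCH was 2.32 in MRL/+, 1.86 in MRL/lpr and 1.51 in Fn14ko. With 1 mouse of the group left out it was 3.04 to 4.5, 2.84 to 3.54 and 2.65 to 3.72. The median over all genes rose in these fits as well. The highest biomarker was Tnfrsf1a in MRL/+ with 9.37, C2 in MRL/lpr with 8.28 and C1qbp in Fn14ko with 4.53, each chosen after the scores were seen. No biomarker was in the top 1% of genes in any group. With dim spots kept, 4.17% of the biomarkers were in the top 1% in MRL/+. The share was 2.13% in MRL/+ without MRL/+ replicate 1 (C1ql2) and 2.13% in MRL/lpr without MRL/lpr replicate 2 (Tnfrsf4).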

### 3.5. Remodeling of the Transcriptomic Networks

Genes are part of a complex, multi-dimensional system that involves intricate connections among its parts. The transcriptome, therefore, should be examined as a dynamic network, rather than a compilation of independent genes. Figure 6 presents the statistically significant (*p* < 0.05) transcriptomic network of each mouse model, meshing chemokine signaling genes (CHS) with neurotransmission genes (NT), as mediated by genes that are related to both (CHS and NT). 

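Over 4 mice, the study calls a pair of genes coordinated at an absolute correlation above 0.95, which 5% of unrelated pairs exceed by chance. The cut-off was applied to gene means for all genes, whereas the study lowers it for genes with several spots. Among pairs of genes common to both pathways with chemokine genes of Fig. 6, 14.7% of 360 pairs were past it in MRL/+, 7.5% in MRL/lpr and 3.89% in Fn14ko. With neurotransmission genes, 11.5% of 400 pairs were past it in MRL/+, 6.75% in MRL/lpr and 7.00% in Fn14ko. Over all pairs of the 17302 genes, 14.6% were past it in MRL/+, 7.27% in MRL/lpr and 8.25% in Fn14ko. Pairs that share a gene are not independent. Of the spread between the 4 MRL/+ mice, the difference between dyes took 60.5%, that between arrays 27.9% and their product 11.6%. In MRL/lpr the array took 69.5% and in Fn14ko 64.2%. These shares are pooled over genes. For the median gene, the dye took 52.6% and the array 32.1% in MRL/+, 43% and 21.6% in MRL/lpr, and 19.4% and 51.7% in Fn14ko. With the signs of these differences drawn at random for each gene, 8.95% of pairs were past the cut-off in MRL/+, 6.67% in MRL/lpr and 7.47% in Fn14ko. With 1 MRL/+ mouse left out, and the cut-off of 0.9969 that gives the same chance share for 3 mice, the percentage over all pairs ranged from 5.73% without replicate 2 to 10.8% without replicate 4. It was 6.52% without replicate 1 and 5.74% without replicate 3. For the pairs of Fig. 6, the same gave 4.17% (without replicate 2) to 9.17% (without replicate 1) with chemokine genes and 4.5% to 7.75% with neurotransmission genes. With 1 mouse of its own group left out, MRL/lpr had 3.89% to 7.5% and 5% to 7.75%, and Fn14ko 2.78% to 5.83% and 2.5% to 6.5%. The alternative that moved it most was to keep dim spots, with 37.4% in MRL/+, 17.3% in MRL/lpr and 36.1% in Fn14ko.

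**Figure D5:**
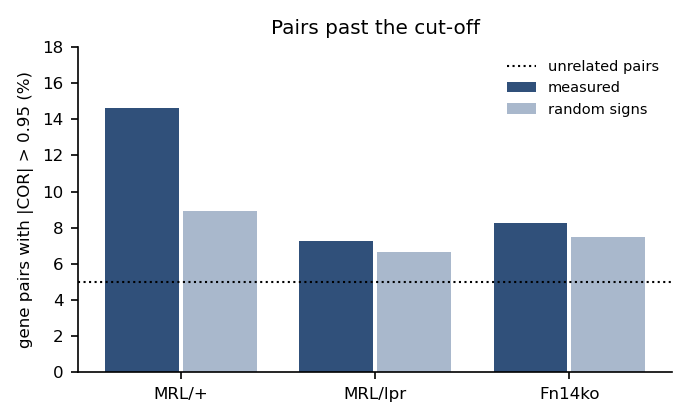
Percent of all gene pairs past the coordination cut-off in each group, as measured and with the signs of the dye, array and product differences drawn at random, with a line at the 5% expected by chance. MRL/+ has 14.6% measured and 8.95% with random signs.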

Of note is the substantially different transcriptomic organization in the MRL/+ control (Figure 6a) compared with the MRL/*lpr* (Figure 6b) and Fn14ko (Figure 6c), indicating extensive coordination between the CHS and NT pathways in the controls. At the same time, remodeling of the transcriptomic network in Fn14ko compared to MRL/*lpr* mice, illustrates the fact that single-gene knockout models are not quite “single-gene altered systems”, as the coordination of many genes are potentially affected.

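In the main processing the share of all pairs past the cut-off was nearer to MRL/lpr than to MRL/+ in Fn14ko, at 5.41% synergistic and 2.83% antagonistic in Fn14ko and 4.45% and 2.82% in MRL/lpr. With the mean dye difference removed, the totals were 10.2% in Fn14ko, 5.85% in MRL/lpr and 12.3% in MRL/+, and with dim spots kept 36.1%, 17.3% and 37.4%, so that Fn14ko was then nearer to MRL/+. With 1 mouse left out the totals ranged from 5.77% to 6.57% in Fn14ko and from 5.19% to 6.56% in MRL/lpr.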

*Akt2* is a central component of the PI3K-AKT intracellular pathway, which can be regulated by TWEAK/Fn14 in certain clinical situations [32]. As our data suggest, *Akt2* in the MRL/*lpr* mice is significantly overexpressed, compared with both Fn14ko and background control. 

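Akt2 in MRL/lpr against Fn14ko had a log2 fold change of 0.43 (standard error 0.15, limma adjusted p = 0.133), and every MRL/lpr mouse lay above every Fn14ko mouse (2-sided exact permutation p = 0.0286). It passed the threshold in 6 of 23 settings. Among these, limma gave 0.41 with loess (adjusted p = 0.0341), 0.43 without the array block (adjusted p = 0.0413) and 0.47 over spots well above background (adjusted p = 0.0322). The fold change was lowest with dim spots kept, at 0.31.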

To get an idea of the general expression and activity of the PI3K-AKT pathway as a whole in the cortex of the studied mice, we examined the predicted gene activation and inhibition based on KEGG-determined PI3K-AKT functional pathway data [20] and assessed the gene expression coordination in each of the three models (Figure 7). For this, we have selected all upstream genes considered by KEGG as activators or inhibitors of the AKT block (*Akt1*, *Akt2*, *Akt3*) and all downstream genes that are activated or inhibited by the AKT block. If the KEGG-determined PI3K-AKT pathway is accurate, then most activator and activated genes should be synergistically expressed with the three Akt genes and most inhibitor and inhibited genes should be antagonistically expressed with the Akt genes. While coordination of some upstream and downstream genes may not be statistically significant, no activator/activated gene should be significantly antagonistically expressed, and no inhibitor/inhibited gene should be synergistically expressed with any of the AKT genes. Interestingly, while the KEGG software predicts a universal pathway for all mouse phenotypes, we found that the three phenotypes have substantially different total numbers and distributions of the gene expression correlations: MRL/+ (17 synergistic, 11 antagonistic, 3 independent), MRL/*lpr* (1 synergistic, 3 antagonistic, 4 independent), and Fn14ko (6 synergistic, 7 antagonistic, 6 independent). Moreover, some of the predicted positive correlations were reversed, including that of the activator *Hsp90b1* and activated *Ikbk* in both MRL/+ and Fn14koMRL. 

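Hsp90b1 had signals of 15.2, 10.1, 15.4 and 4.95 in the MRL/+ mice, 17.0, 22.5, 15.9 and 12.9 in MRL/lpr and 18.2, 16.8, 16.8 and 18.1 in Fn14ko, in the order of replicates 1 to 4. Its correlation with Akt1 and with Akt2 lay between the cut-offs for coordination and independence in all 3 groups. Its log2 fold change in MRL/lpr against MRL/+ was 0.69 (limma adjusted p = 0.191) and became -0.40 with the processed signal. Ikbkb had 0.996, 0.661, 0.818 and 0.548 in MRL/+, 1.16, 0.993, 1.21 and 0.891 in MRL/lpr and 1.21, 1.26, 1.33 and 0.804 in Fn14ko. With Akt2 it was past the cut-off as antagonistic in MRL/lpr, and its 5 other pairs with Akt1 and Akt2 in the 3 groups were past neither cut-off.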

Other gene pairs, such as *Akt3-Tcl1b2* (T-cell leukemia/lymphoma 1B, 2), confirms the KEGG (positive) prediction in one phenotype (MRL/+) but shows the opposite correlation in another phenotype (MRL/*lpr*). In general, the MRL/+ controls displayed closer pathway correlations with that predicted by the KEGG software (Figure 7a), while the MRL/*lpr* mice displayed gross discrepancies (Figure 7b). As shown in Figure 7c, the Fn14ko mice had some recovery of the expected pathway associations but not fully to the control levels. This phenotype dependency of the functional pathways corroborates our previous observations in rat lungs [18], connexin deficient mouse brain [33], heart [34], astrocytes [35], and mouse spinal cord [36], among others.

## 4. Discussion

In this study, we utilized a novel method of RNA expression analysis, whereby gene regulation is evaluated in a multi-dimensional context. Each gene is evaluated not only by its own up-/or down-regulation, but by way of its impact on other genes within the system. As genes do not function in a vacuum, this method is thought to identify the more significant changes that are likely to be critical to the studied processes. Here, we present an analysis of genetic changes in the cortex of NPSLE-prone mice, with an emphasis on the role of TWEAK/Fn14 signaling. We examined the well characterized MRL/*lpr* strain, as compared to Fn14-deficient MRL/*lpr* mice and the healthy MRL/+ background control. Although gene expression profiles are descriptive in nature, the analysis of their correlations may support mechanistic explanations of pathophysiological observations and suggest further routes of investigation.

TWEAK/Fn14 interactions have been shown to play an important role in SLE, including kidney and skin disease [37,38], as well as neuropsychiatric manifestations [7]. We have previously demonstrated that Fn14-deficient MRL/*lpr* mice display significantly less depression and cognitive decline than Fn14-sufficient MRL/*lpr* mice [8]. Moreover, human NPSLE is associated with increased TWEAK levels in the CSF [9]. Nevertheless, the direct pathogenic effect of TWEAK/Fn14 on the NPSLE brain has yet to be fully characterized. In designing this study, we aimed to describe the differential transcriptomic profile and organization between the lupus-prone MRL/*lpr*, Fn14ko, and the MRL/+ background control. In addition, we tried to focus on the signaling pathways by which TWEAK/Fn14 activation operates to elucidate its pathogenic effects.

We identified *Akt2* as a gene that is highly overexpressed in the brain of MRL/*lpr* mice. According to WIR analysis, *Akt2* is the major contributor to the alteration of the PI3K-AKT signaling pathway, that is central to the model’s phenotype. The PI3K-AKT signaling pathway plays a role in cell growth and survival in health, as well as in a myriad of cancers, when dysregulated [39,40]. TWEAK/Fn14 activates *Akt* in several organs and disease models, such as in the heart [41] and skeletal muscles [42], as well as in several tumors, including gliomas [32,43,44]. Nevertheless, our study provides the first evidence of its role in NPSLE. Pathway analysis places *Akt2* in both the dopaminergic and cholinergic neurotransmitter pathways, indicating its importance in brain homeostasis. As *Akt2* is important in cell survival and tissue repair, activation of this pathway may be a compensatory mechanism of the NPSLE brain to repair local damage; in contrast, it is possible that aberrant *Akt2* expression in and of itself is pathogenic to brain tissue and/or function through its direct effects on neurotransmission. Based on our results at this time it is only possible to deduce an association between the *Akt2* gene and TWEAK/Fn14; additional studies will be required into the PI3K-AKT signaling pathway and its role in the context of NPSLE to directly determine causality.

It is important to point out that, while *Akt2* has been shown to be significantly upregulated, as well as a focus of increased variability in the MRL/*lpr* brain compared with its relative conservation in the Fn14ko and MRL/+ controls (indicating the aberrant nature of its upregulation), the expression of *Akt2* does not seem to be directly correlated with Fn14 expression. This can be due to the difference between expression and activation. While Fn14 may be expressed in similar levels in the brains of MRL/*lpr* and MRL/+ mice, its activation is amplified in the MRL/*lpr* mice due to increased TWEAK levels, thereby affecting the downstream expression of *Akt2*. Previous findings in other pathological scenarios of the association between TWEAK/Fn14 and the PI3K-AKT pathway [41,42,43,44,45] support the likelihood of this hypothesis.

Another gene that was highly expressed and showed significant impact on the transcriptomic modifications of the MRL/*lpr* mouse, compared to both the Fn14ko and background control was *Adcy3*. *Adcy3* localizes to primary cilia throughout the brain [46], and low level of its transcripts are associated with depression [47]. Loss-of-function mutations have been associated with insulin resistance and obesity [29,48,49,50], both shown to directly correlate with cognitive dysfunction [51,52]. In addition, *Adcy3* overexpression has been shown to play a role in cell migration, proliferation, and tumor invasion [53]. While expression of this gene appears to affect neurocognitive function, no association has been previously shown with TWEAK/Fn14, nor within the context of chronic inflammation. Of note, it is also possible that the observed overexpression of this neuroprotective gene in NPSLE-setting may be due to brain compensatory mechanisms, as a response to ongoing local neurotoxic inflammation.

Most of the genes encoding proposed NPSLE biomarkers [16] did not prove to have a significant contribution to the lupus-prone cortical transcriptome of the MRL/*lpr*, compared with its background control. However, an interesting observation regarding *C1qtnf4* may prove useful for future investigations. *C1qtnf4*, an inflammation-regulatory gene that is enriched in the brain tissue, was found to have the largest (inverse) contribution to the cortex transcriptomic alterations in the MRL/*lpr* mouse compared with MRL/+ among all of the studied biomarkers. A large contribution, although not quite similar in magnitude, was demonstrated in the Fn14ko mouse, as well. *C1qtnf4*, therefore, is likely a contributor to the MRL/*lpr* phenotype independent of TWEAK/Fn14 activity. Interestingly, there are reports of a gain-of-function mutation in the *C1qtnf4* gene that correlates with early-onset, severe SLE in human patients [54,55], further supporting a role for the *C1qtnf4* gene in autoimmune homeostasis and aberrant activity in SLE, as suggested by our findings.

In this study we also show significant changes in regulatory genes of multiple neurotransmitter pathways in the brains of the lupus-prone mice, providing evidence for profound changes in brain functioning in NPSLE. This is interesting in light of the fact that MRL/*lpr* mice mainly display NPSLE symptoms, such as depressed mood and neurocognitive decline. Interestingly, these manifestations clinically are those that often prove to be most difficult to attribute to SLE, as they can be subtle and/or associated with other non-inflammatory causes, such as metabolic changes, medication side effects, or functional changes, in response to chronic illness. There have been studies demonstrating changes in SLE patients’ neural networks in association with these particular NPSLE symptoms [28], and our findings provide additional support to substantial changes to the NPSLE brain’s microenvironment.

Finally, in this paper, we present a novel analysis of transcriptomic networks of genes in the brains of our studied mice models. Notably, the transcriptomic network of the Fn14ko mice is appreciably different than those of the MRL/*lpr* model. This indicates that knocking out a single gene in a model can potentially affect a whole network of related genes, something that needs to be considered when comparing the knock-out strain with its background control.

The major limitation of our study comes from the high cellular heterogeneity of the cortex. It is a fact that different cellular phenotypes have different transcriptomic topologies and respond differently to disease. Nonetheless, even cells of the same phenotype are not identical owing to the non-uniform action of epigenetic factors. However, spreading the cortex into monocellular cultures and studying them separately is not the solution because the cellular environment is a major transcriptomic regulator as we have previously shown by profiling the mouse astrocytes and oligodendrocytes when cultured alone and co-cultured in insert systems [10,19]. In addition to the limitation of heterogeneity of cells, we should also point out that mouse models, and particularly the MRL/*lpr* and MRL/+ strains, are often heterogeneous even within their phenotype, with a range of disease activity and extent of organ involvement. Due to the complex nature of this study, we only used 4 mice from each phenotype. To mitigate at least some of the heterogeneity issue, we made sure to focus only on data that had clear, robust differences between the models, beyond just a statistical significance. Another limitation is that it has been demonstrated that not just sex differences but also where the female mice are in their estrous cycles, can affect gene expression in different tissues, such as the heart [56,57]. While we only utilized female mice for this study, and attempted to sacrifice all in the same stage of their estrous cycle, there is always inherent variability in hormonal levels and cycle length between mice, thereby potentially adding a hormone-dependent component to the observed gene expression in our experimental model. Moreover, it would be interesting to see whether the brain gene expression network of male NPSLE mice would differ significantly from that displayed by female mice. Finally, as mentioned previously, this observational study can only describe associations between mice models, gene expression, and signaling pathways, but it cannot prove causality. In future studies, we plan to further confirm these results with real-time PCR of the specific gene transcripts and assessment of local protein levels, while aiming to further elucidate the interplay between TWEAK/Fn14 activation, PI3K-AKT signaling pathway, and the brain microenvironment in NPSLE pathogenesis. Despite the above limitations, the strong evidence provided for new and intriguing pathogenic pathways in NPSLE can make a significant impact on our understanding of the disease, with direct potential for innovative therapeutic targets.

## 5. Conclusions

The localized brain processes underlying neuropsychiatric SLE remain largely unexplained. Our goal in this study was to identify chemokine signaling and neurotransmitter pathways that contribute to NPSLE manifestations. The study focused on TWEAK/Fn14-regulated mechanisms, as this ligand/receptor pair has been shown to play an important role in NPSLE. We utilized a novel high-throughput RNA expression analysis that takes into account the impact of the gene expression level, variability, and inter-coordination within the context of the transcriptome, thereby focusing the attention to critical genes. Our findings suggest a role for TWEAK/Fn14-induced cortical activation of the PI3K-AKT pathway, in addition to identifying multiple neurotransmitter regulatory genes that are dysregulated in the lupus-prone mice. Importantly, we have also shown that the brain transcriptome is highly complex and easily affected by even small changes to specific genes, making in vivo studies challenging to interpret. Our observations need to be followed up by directed investigations into the specific pathways but also serve as an important roadmap for future NPSLE studies.

## Figures and Tables

**Figure 1:**
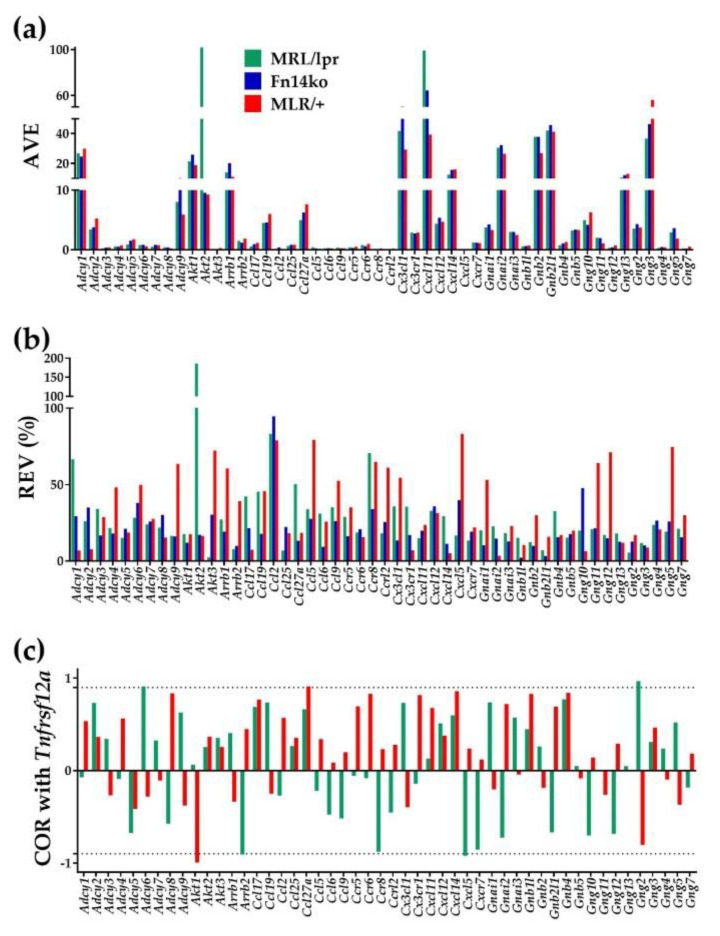
Three independent characteristics of 50 representative genes involved in chemokine signaling (**a**) Average Expression levels (AVE) as multiples of the median average expression levels of all quantified genes. (**b**) Relative Expression Variability (REV). (**c**) Expression correlation (COR) of each gene with *Tnfrsf12a (Fn14)*. Dotted lines indicate the interval outside which the correlations are statistically significant. Notes: (1) AVE is the pool estimate of the expression level of all spots probing the same transcript. (2) REV is the mid-interval chi-square estimate of the coefficient of variation accounting for the non-uniform number of spots redundantly probing the same transcript. (3) Pearson correlation coefficient and its statistical significance were determined for each redundantly probed gene pair in each phenotype by the Python 3 software presented in Reference [13].

**Figure 2:**
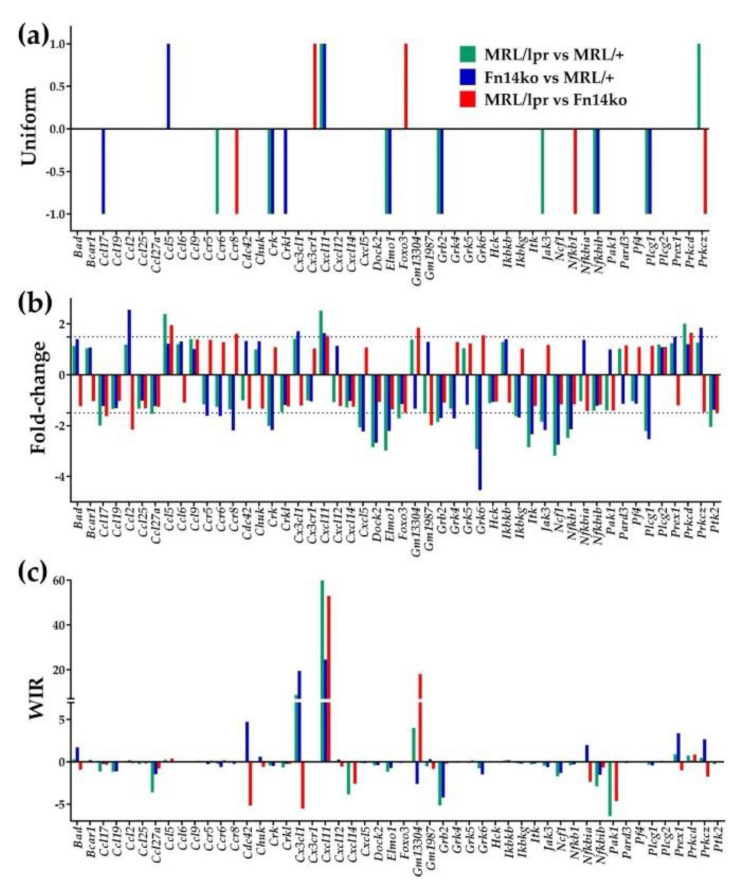
Three measures of comparative expression regulation illustrated in a sample of chemokine-signaling genes. (**a**) Uniform (+1/−1 for up-/down-regulated genes). (**b**) Fold-change (negative for down-regulation). (**c**) Weighted Individual (gene) Regulation (WIR), or the weighted contribution of each gene to the transcriptome. A gene was considered as significantly differentially expressed between two phenotypes if: (1) its absolute fold-change exceeded the cut-off for that gene, considering the contributions of both technical noise and biological variability, and (2) the *p*-value of the heteroscedastic *t*-test of the means’ equality was <0.05.

**Figure 3:**
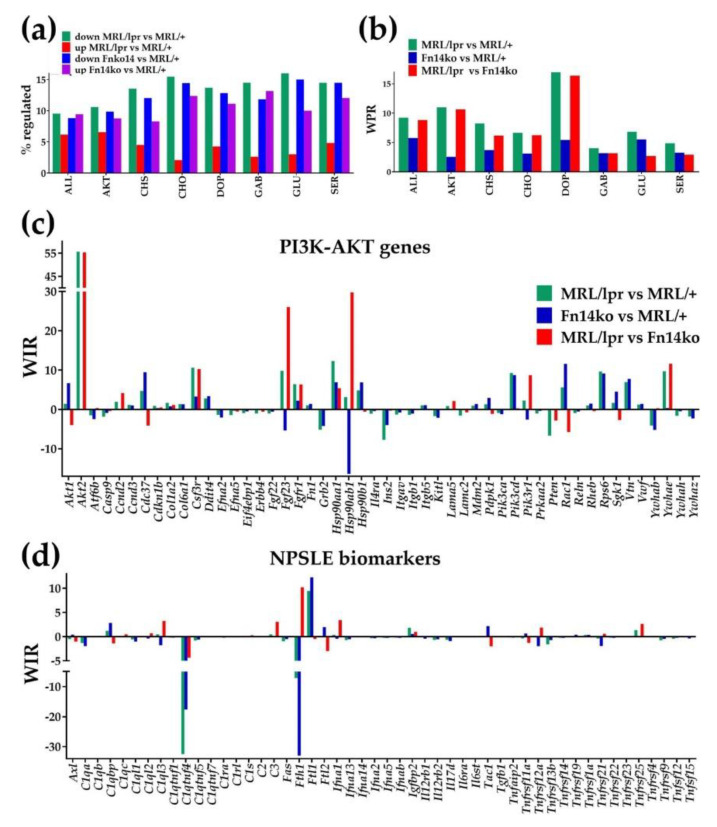
Transcriptomic regulation of selected signaling pathways, PI3K-AKT individual genes, and neuropsychiatric systemic lupus erythematosus (NPSLE) biomarkers. (**a**) Percentages of up- and down-regulated genes. ALL = all genes, AKT = PI3K-AKT signaling pathway, CHS = chemokine signaling pathway, CHO = cholinergic transmission, DOP = dopaminergic transmission, GAB = GABAergic transmission, GLU = glutamatergic transmission, SER = serotonergic transmission. (**b**) Weighted Pathway Regulation (WPR) of individual pathways and the WPR ratio of the two profiled mice models. (**c**) Weighted Individual (gene) Regulation (WIR) of selected genes involved in the PI3K-AKT signaling pathway but not in neurotransmission (excepting *Akt2*). (**d**) WIR scores of NPSLE biomarkers in all three comparisons among the phenotypes.

**Figure 4:**
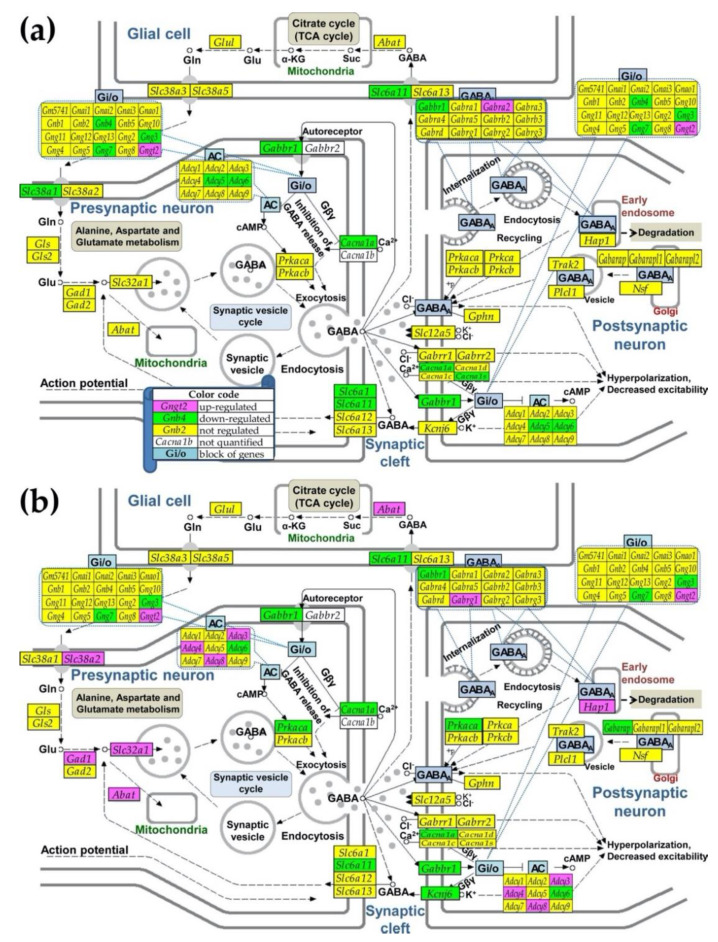
Regulation of the KEGG-determined GABAergic transmission in (**a**) Fn14ko and (**b**) MRL/*lpr* with respect to MRL/*+*. Owing to space constraints, some genes encoding proteins with similar functions were grouped in blocks denoted by KEGG as AC (adenylate cyclase), Gi/o (guanine nucleotide binding proteins), and GABA_A_ (γ-aminobutyric acid receptors). Note the non-uniform (even opposite in some cases) regulation of genes from the same block.

**Figure 5:**
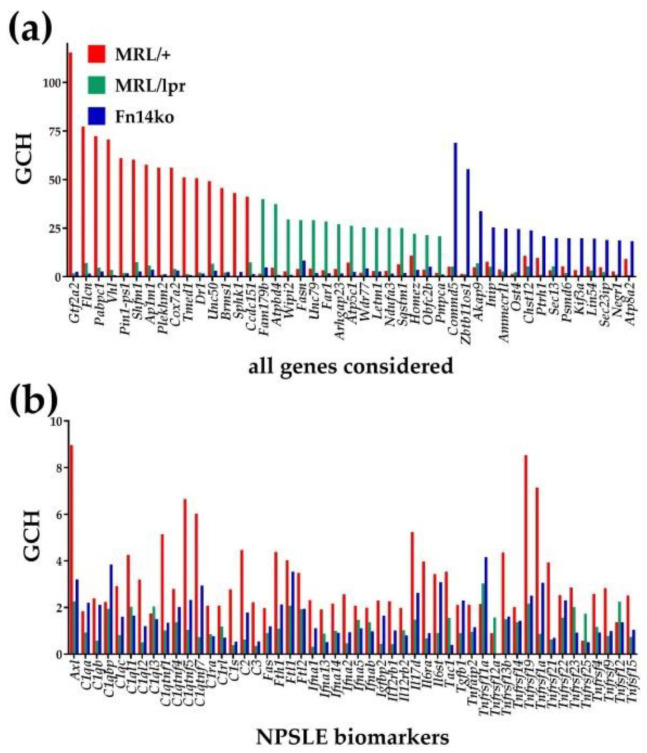
Gene Commanding Height (GCH) scores of: (**a**) top 15 genes in the cortex of each mouse model, (**b**) 50 potential NPSLE biomarkers.

**Figure 6:**
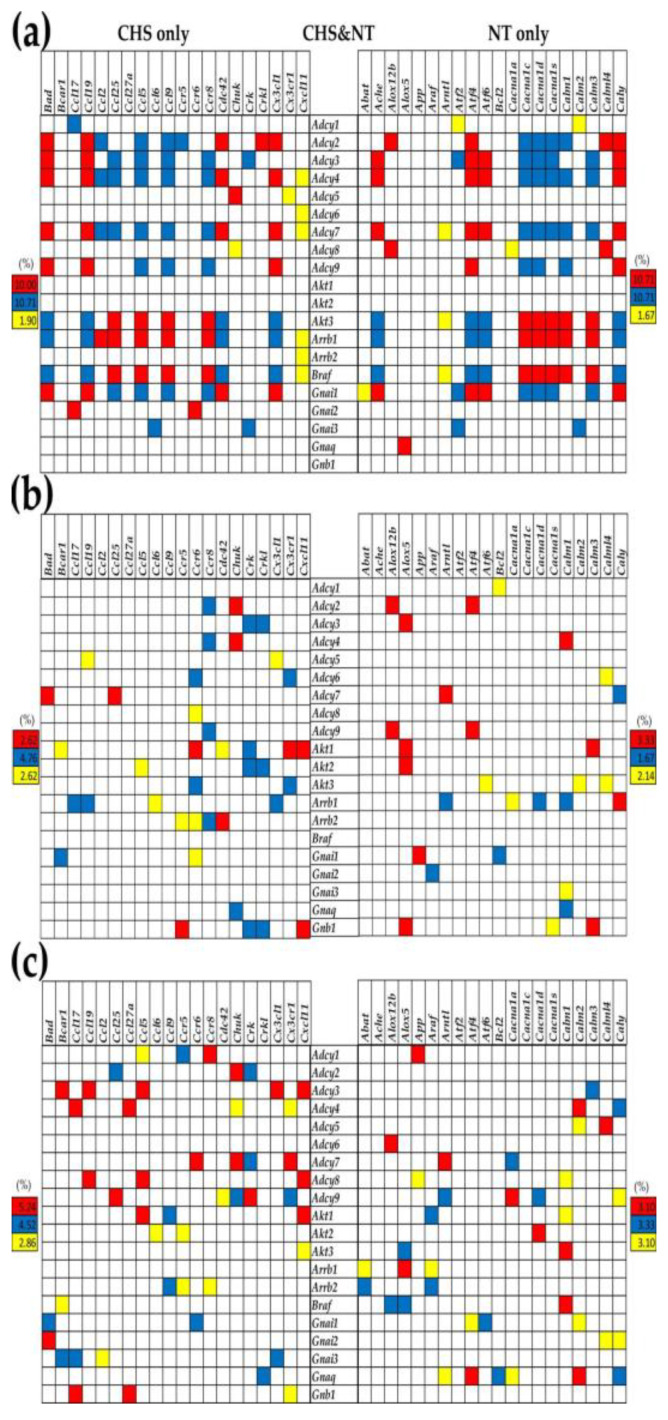
Transcriptomic network connecting chemokine signaling with neurotransmission genes via common genes of the two pathways in (**a**) MRL/*+*, (**b**) MRL/*lpr*, (**c**) Fn14ko brains. A red/blue/yellow square indicates statistically significant synergistic/antagonistic/independent expression of the genes labeling the crossing row and column. A blank square indicates not significant correlation between the expressions of the two genes.

**Figure 7:**
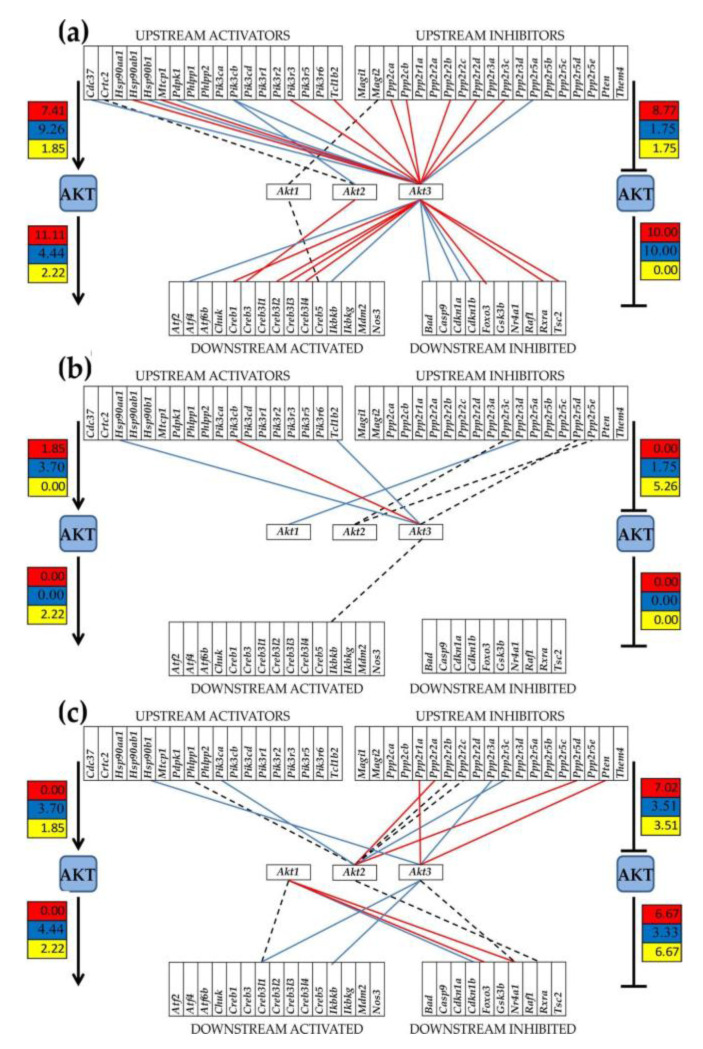
Statistically significant expression correlation of the AKT block of genes (*Akt1, Akt2, Akt3*) with KEGG software identified upstream and downstream genes in (**a**) MRL/+, (**b**) MRL/*lpr*, (**c**) Fn14ko mouse cortices. Red/blue/black lines indicate synergistic/antagonistic/independent expression of the linked genes. Missing gene interlinks mean that the expression correlation was not statistically significant. Numbers on the icons indicate percentage of: statistically significant (*p* < 0.05) synergistically (red background), antagonistically (blue background), or independently (yellow background) expressed gene pairs in the corresponding group of AKT partners.

**Table 1:** Regulation of the Kyoto Encyclopedia of Genes and Genomes (KEGG)-determined neurotransmission genes in MRL/*lpr* and Fn14ko compared with background controls. GLU, glutamatergic; GAB, GABAergic; CHO, cholinergic; DOP, dopaminergic; SER, serotonergic; x, expression ratio; WIR, weighted individual (gene) regulation. Blue background of gene symbols indicates regulated neurotransmission genes that are also involved in the PI3K-AKT signaling pathway, while grey background indicates down-regulation (negative fold-change and WIR) in the indicated comparisons.

Gene	Synapse	Description	MRL/lpr		Fn14ko	
			×	WIR	×	WIR
*Adcy3*	CHO,GAB,GLU	adenylate cyclase 3	18.95	165.74	1.22	3.22
*Adcy5*	CHO,DOP,GAB,GLU,SER	adenylate cyclase 5	−2.00	−1.75		
*Adcy6*	CHO,GAB,GLU	adenylate cyclase 6	−1.89	−19.08	−1.67	−14.38
*Akt2*	CHO,DOP	thymoma viral proto-oncogene 2	11.01	55.62		
*Aft4*	CHO,DOP	activating transcription factor 4			2.52	11.21
*Braf*	SER	Braf transforming gene	−3.47	−0.83	−4.46	−1.18
*Cacna1a*	CHO,DOP,GAB,GLU,SER	calcium channel, voltage-dependent, P/Q type, alpha 1A subunit	−1.84	−1.37	−3.72	−4.48
*Cacna1s*	CHO,GAB,SER	calcium channel, voltage-dependent, L type, alpha 1S subunit	−2.48	−0.54		
*Calm14*	DOP	calmodulin-like 4	1.62	29.72		
*Camk2d*	CHO,DOP	calcium/calmodulin-dependent protein kinase II, delta	−2.24	−0.92		
*Chrm1*	CHO	cholinergic receptor, muscarinic 1, CNS	−1.60	−1.22	−1.53	−1.08
*Comt*	DOP	catechol-O-methyltransferase	−1.83	−1.75		
*Creb3*	CHO,DOP	cAMP responsive element binding protein 3	−1.79	−1.77		
*Cyp2d11*	SER	cytochrome P450, family 2, subfamily d, polypeptide 11	−1.62	−2.52	−1.68	−2.79
*Cyp2d12*	SER	cytochrome P450, family 2, subfamily d, polypeptide 12	−1.61	−0.27	−1.70	−0.32
*Fyn*	CHO	Fyn proto-oncogene	−1.38	−0.85	−1.37	−0.83
*Gabbr1*	GAB	gamma-aminobutyric acid (GABA) B receptor, 1	−1.74	−2.63	−2.16	−4.17
*Gabra2*	GAB	gamma-aminobutyric acid type A receptor subunit alpha 2	1.56	1.25		
*Gabrg1*	GAB	gamma-aminobutyric acid type A receptor subunit gamma 1			2.07	0.73
*Gm2436*	DOP	Predicted gene 2436	1.57	19.88		
*Gnal*	DOP	guanine nucleotide binding protein, alpha stimulating, olfactory type	2.14	7.00	1.73	4.41
*Gng3*	CHO,DOP,GAB,GLU,SER	guanine nucleotide binding protein (G protein), gamma 3	−1.53	−30.02	−1.21	−11.35
*Gng7*	CHO,DOP,GAB,GLU,SER	guanine nucleotide binding protein (G protein), gamma 7	−2.07	−0.56	−2.53	−0.81
*Gngt2*	CHO,DOP,GAB,GLU,SER	guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 2	1.49	0.20		
*Gria2*	DOP,GLU	glutamate receptor, ionotropic, AMPA2 (alpha 2)	−1.52	−2.69		
*Grin2b*	DOP,GLU	glutamate receptor, ionotropic, NMDA2B (epsilon 2)	1.56	0.15		
*Grm2*	GLU	glutamate receptor, metabotropic 2	−1.87	−3.10	−2.28	−4.56
*Grm4*	GLU	glutamate receptor, metabotropic 4	−3.08	−2.98	−2.90	−2.72
*Homer1*	GLU	homer homolog 1 (Drosophila)	−1.66	−0.63		
*Kcnd2*	SER	potassium voltage-gated channel, Shal-related family, member 2	1.30	1.32		
*Kras*	CHO,SER	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog	−1.62	−0.27	−1.51	−0.23
*Mapk11*	DOP	mitogen-activated protein kinase 11	−2.37	−0.45	−2.50	−0.50
*Mapk12*	DOP	mitogen-activated protein kinase 12	−2.96	−3.22	−1.92	−1.49
*Pik3ca*	CHO	phosphatidylinositol 3-kinase, catalytic, alpha polypeptide	−1.95	−0.89	−2.32	−1.23
*Pik3cb*	CHO	phosphatidylinositol 3-kinase, catalytic, beta polypeptide	−1.15	−0.25	−1.75	−1.26
*Plcb3*	CHO,DOP,GLU,SER	phospholipase C, beta 3	1.25	0.28	1.42	0.45
*Plcb4*	CHO,DOP,GLU,SER	phospholipase C, beta 4	−2.34	−1.21	−1.68	−0.63
*Ppp1cb*	DOP	protein phosphatase 1, catalytic subunit, beta isoform	−2.13	−1.69		
*Ppp1cc*	DOP	protein phosphatase 1, catalytic subunit, gamma isoform	−2.02	−0.88	−1.39	−0.33
*Ppp2r2a*	DOP	protein phosphatase 2 (formerly 2A), regulatory subunit B	−1.89	−0.57	−1.88	−0.56
*Ppp2r2c*	DOP	protein phosphatase 2 (formerly 2A), regulatory subunit B (PR 52), gamma isoform	−1.85	−0.64	−1.44	−0.32
*Ppp2r5e*	DOP	protein phosphatase 2, regulatory subunit B (B56), epsilon isoform	−1.80	−0.42	−1.60	−0.32
*Rapgef3*	SER	Rap guanine nucleotide exchange factor (GEF) 3	1.37	0.94	1.68	1.77
*Shank1*	GLU	Rap guanine nucleotide exchange factor (GEF) 3	−2.96	−0.88	−2.32	−0.58
*Slc17a7*	GLU	solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 7	−2.43	−44.12	−2.19	−36.79
*Slc17a8*	GLU	solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 8	−1.42	−0.24	−1.57	−0.33
*Slc38a1*	GAB,GLU	solute carrier family 38, member 1	−1.32	−3.57		
*Slc6a1*	GAB	solute carrier family 6 (neurotransmitter transporter, GABA), member 1	−2.35	−0.76		
*Slc6a11*	GAB	solute carrier family 6 (neurotransmitter transporter, GABA), member 11	−2.55	−6.66	−2.72	−7.35
*Th*	DOP	tyrosine hydroxylase	−2.86	−0.67	−2.40	−0.50

## Data Availability

The data presented in this study are openly accessible in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI) (Remodeling of Neurotransmission and Chemokine Signaling Genomic Fabrics in Neuropsychiatric Systemic Lupus Erythematosus. Available online: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164140 accessed: 10 January 2021).

## References

[1] Kello N., Anderson E., Diamond B. (2019). Cognitive dysfunction in systemic lupus erythematosus: A case for initiating trials. Arthritis Rheumatol..

[2] Liang M.H., Corzillius M., Bae S., Lew R.A., Fortin P.R., Gordon C., Isenberg D., Alarcon G., Straaton K.V., Denburg J. (1999). The American College of Rheumatology nomenclature and case definitions for neuropsychiatric lupus syndromes. Arthritis Rheumatol..

[3] Schwartz N., Stock A.D., Putterman C. (2019). Neuropsychiatric lupus: New mechanistic insights and future treatment directions. Nat. Rev. Rheumatol..

[4] Du Y., Sanam S., Kate K., Mohan C. (2015). Animal models of lupus and lupus nephritis. Curr. Pharm. Des..

[5] Ballok D.A. (2007). Neuroimmunopathology in a murine model of neuropsychiatric lupus. Brain Res. Rev..

[6] Desplat-Jégo S., Varriale S., Creidy R., Terra R., Bernard D., Khrestchatisky M., Izui S., Chicheportiche Y., Boucraut J. (2002). TWEAK is expressed by glial cells, induces astrocyte proliferation and increases EAE severity. J. Neuroimmunol..

[7] Stock A.D., Wen J., Putterman C. (2013). Neuropsychiatric lupus, the blood brain barrier, and the TWEAK/Fn14 pathway. Front. Immunol..

[8] Wen J., Xia Y., Stock A., Michaelson J.S., Burkly L.C., Gulinello M., Putterman C. (2013). Neuropsychiatric disease in murine lupus is dependent on the TWEAK/Fn14 pathway. J. Autoimmun..

[9] Fragoso-Loyo H., Atisha-Fregoso Y., Nuñez-Alvarez C.A., Llorente L. (2015). Utility of TWEAK to assess neuropsychiatric disease activity in systemic lupus erhytematosus. Lupus.

[10] Iacobas D.A., Iacobas S., Stout R., Spray D.C. (2020). Cellular environment remodels the genomic fabrics of functional pathways in astrocytes. Genes.

[11] Iacobas D.A. (2020). Biomarkers, master regulators and genomic fabric remodeling in a case of papillary thyroid carcinoma. Genes.

[12] Testing the Significance of Pearson’s r. https://webstat.une.edu.au/unit_materials/c6_common_statistical_tests/test_signif_pearson.html.

[13] Iacobas S., Ede N., Iacobas D.A. (2019). The Gene Master Regulators (GMR) approach provides legitimate targets for personalized, time-sensitive cancer gene therapy. Genes.

[14] Iacobas D.A., Iacobas S., Lee P.R., Cohen J.E., Fields R.D. (2019). Coordinated activity of transcriptional networks responding to the pattern of action potential firing in neurons. Genes.

[15] Arriens C., Wren J.D., Munroe M.E., Mohan C. (2016). Systemic lupus erythematosus biomarkers: The challenging quest. Rheumatology.

[16] Makinde H.M., Winter D.R., Procissi D., Mike E.V., Stock A.D., Kando M.J., Gadhvi G.T., Droho S., Bloomfield C.L., Dominguez S.T. (2020). A Novel microglia-specific transcriptional signature correlates with behavioral deficits in neuropsychiatric lupus. Front. Immunol..

[17] Iacobas D.A., Tuli N., Iacobas S., Rasamny J.K., Moscatello A., Geliebter J., Tiwari R.M. (2018). Gene master regulators of papillary and anaplastic thyroid cancer phenotypes. Oncotarget.

[18] Mathew R., Huang J., Iacobas S., Iacobas D.A. (2020). Pulmonary hypertension remodels the genomic fabrics of major functional pathways. Genes.

[19] Iacobas S., Iacobas D.A. (2010). Astrocyte proximity modulates the myelination gene fabric of oligodendrocytes. Neuron Glia Biol..

[20] Kanehisa M., Furumichi M., Tanabe M., Sato Y., Morishima K. (2017). KEGG: New perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res..

[21] KEGG Chemokine Signaling Pathway. https://www.kegg.jp/kegg-bin/show_pathway?mmu04062.

[22] KEGG PI3K-Akt Signaling Pathway. https://www.genome.jp/kegg-bin/show_pathway?mmu04151.

[23] KEGG Derived Glutamatergic Synapse. https://www.kegg.jp/kegg-bin/show_pathway?mmu04724.

[24] KEGG Derived GABAergic Synapse. https://www.kegg.jp/kegg-bin/show_pathway?hsa04727.

[25] KEGG Derived Cholinergic Synapse. https://www.kegg.jp/kegg-bin/show_pathway?hsa04725.

[26] KEGG Derived Dopaminergic Synpase. https://www.kegg.jp/kegg-bin/show_pathway?hsa04728.

[27] KEGG Derived Serotonergic Synapse. https://www.kegg.jp/kegg-bin/show_pathway?hsa04726.

[28] Mackay M., Vo A., Tang C.C., Small M., Anderson E., Ploran E.J., Storbeck J., Bascetta B., Kang S., Aranow C. (2019). Metabolic and microstructural alterations in the SLE brain correlate with cognitive impairment. JCI Insight.

[29] Ahmed M.S., Kovoor A., Nordman S., Abu Seman N., Gu T., Efendic S., Brismar K., Östenson C.-G., Gu H.F. (2012). Increased expression of adenylyl cyclase 3 in pancreatic islets and central nervous system of diabetic Goto-Kakizaki rats. Islets.

[30] Magro-Checa C., Steup-Beekman G.M., Huizinga T.W., Van Buchem M.A., Ronen I. (2018). Laboratory and neuroimaging biomarkers in neuropsychiatric systemic lupus erythematosus: Where do we stand, where to go?. Front. Med..

[31] Davenport E.E., Amariuta T., Gutierrez-Arcelus M., Slowikowski K., Westra H.-J., Luo Y., Shen C., Rao D.A., Zhang Y., Pearson S. (2018). Discovering in vivo cytokine-eQTL interactions from a lupus clinical trial. Genome Biol..

[32] Fortin S.P., Ennis M.J., Savitch B.A., Carpentieri D., McDonough W.S., Winkles J.A., Loftus J.C., Kingsley C., Hostetter G., Tran N.L. (2009). Tumor necrosis factor–like weak inducer of apoptosis stimulation of glioma cell survival is dependent on Akt2 function. Mol. Cancer Res..

[33] Iacobas D.A., Iacobas S., Spray D.C. (2007). Connexin-dependent transcellular transcriptomic networks in mouse brain. Prog. Biophys. Mol. Biol..

[34] Fan C., Iacobas D.A., Zhou D., Chen Q., Gavrialov O., Haddad G.G. (2005). Gene expression and phenotypic characterization of mouse heart after chronic constant and intermittent hypoxia. Physiol. Genom..

[35] Iacobas D.A., Iacobas S., Urban-Maldonado M., Scemes E., Spray D.C. (2008). Similar transcriptomic alterations in Cx43 knockdown and knockout astrocytes. Cell Commun. Adhes..

[36] Iacobas D.A., Iacobas S., Werner P., Scemes E., Spray D.C. (2007). Alteration of transcriptomic networks in adoptive-transfer experimental autoimmune encephalomyelitis. Front. Integr. Neurosci..

[37] Doerner J.L., Wen J., Xia Y., Paz K.B., Schairer D., Wu L., Chalmers S.A., Izmirly P., Michaelson J.S., Burkly L.C. (2015). TWEAK/Fn14 signaling involvement in the pathogenesis of cutaneous disease in the MRL/lpr model of spontaneous lupus. J. Investig. Dermatol..

[38] Michaelson J.S., Wisniacki N., Burkly L.C., Putterman C. (2012). Role of TWEAK in lupus nephritis: A bench-to-bedside review. J. Autoimmun..

[39] Hanahan D., Weinberg R.A. (2011). Hallmarks of cancer: The next generation. Cell.

[40] Engelman J.A. (2009). Targeting PI3K signalling in cancer: Opportunities, challenges and limitations. Nat. Rev. Cancer.

[41] Yang B., Yan P., Gong H., Zuo L., Shi Y., Guo J., Guo R., Xie J., Li B. (2016). TWEAK protects cardiomyocyte against apoptosis in a PI3K/AKT pathway dependent manner. Am. J. Transl. Res..

[42] Dogra C., Changotra H., Wedhas N., Qin X., Wergedal J.E., Kumar A. (2007). TNF-related weak inducer of apoptosis (TWEAK) is a potent skeletal muscle-wasting cytokine. FASEB J..

[43] Zhang F., Xu M., Yin X., Guo H., Zhang B., Wang Y., Xiao J., Zou X., Zhang M., Zhuge Y. (2019). TWEAK promotes hepatic stellate cell migration through activating EGFR/Src and PI3K/AKT pathways. Cell Biol. Int..

[44] Xu R.-D., Feng F., Yu X.-S., Liu Z.-D., Lao L.-F. (2018). miR-149-5p inhibits cell growth by regulating TWEAK/Fn14/PI3K/AKT pathway and predicts favorable survival in human osteosarcoma. Int. J. Immunopathol. Pharmacol..

[45] Tinahones F.J., C-Soriguer F.J., Mancha I., Esteva I. (1996). Malignant paraganglioma with aortic infiltration cured by radical surgery. Ann. Med. Interna.

[46] Bishop G.A., Berbari N.F., Lewis J., Mykytyn K. (2007). Type III adenylyl cyclase localizes to primary cilia throughout the adult mouse brain. J. Comp. Neurol..

[47] Chen X., Luo J., Leng Y., Yang Y., Zweifel L.S., Palmiter R.D., Storm D.R. (2016). Ablation of type III adenylyl cyclase in mice causes reduced neuronal activity, altered sleep pattern, and depression-like phenotypes. Biol. Psychiatry.

[48] Speliotes E.K., Willer C.J., Berndt S.I., Monda K.L., Thorleifsson G., Jackson A.U., Allen H.L., Lindgren C.M., Luan J., Mägi R. (2010). Association analyses of 249,796 individuals reveal 18 new loci associated with body mass index. Nat. Genet..

[49] Warrington N., Howe L.D., Paternoster L., Kaakinen M., Herrala S., Huikari V., Wu Y.Y., Kemp J.P., Timpson N.J., Pourcain B.S. (2015). A genome-wide association study of body mass index across early life and childhood. Int. J. Epidemiol..

[50] Grarup N., Moltke I., Andersen M.K., Dalby M., Vitting-Seerup K., Kern T., Mahendran Y., Jørsboe E., Larsen C.V.L., Dahl-Petersen I.K. (2018). Loss-of-function variants in ADCY3 increase risk of obesity and type 2 diabetes. Nat. Genet..

[51] Gonzales M.M., Tarumi T., Miles S.C., Tanaka H., Shah F., Haley A.P. (2010). Insulin sensitivity as a mediator of the relationship between BMI and Working memory-related brain activation. Obesity.

[52] Su F., Shu H., Ye Q., Wang Z., Xie C., Yuan B., Zhang Z., Bai F. (2017). Brain insulin resistance deteriorates cognition by altering the topological features of brain networks. Neuroimage Clin..

[53] Zou J., Wu K., Lin C., Jie Z.-G. (2020). LINC00319 acts as a microRNA-335–5p sponge to accelerate tumor growth and metastasis in gastric cancer by upregulating ADCY3. Am. J. Physiol. Liver Physiol..

[54] Pullabhatla V., Roberts A.L., Lewis M.J., Mauro D., Morris D.L., Odhams C.A., Tombleson P., Liljedahl U., Vyse S., Simpson M.A. (2018). De novo mutations implicate novel genes in systemic lupus erythematosus. Hum. Mol. Genet..

[55] Pakzad B., Shirpour R., Mousavi M., Karimzadeh H., Salehi A., Kazemi M., Amini G., Akbari M., Salehi R. (2020). C1QTNF4 gene p.His198Gln mutation is correlated with early-onset systemic lupus erythematosus in Iranian patients. Int. J. Rheum. Dis..

[56] Iacobas D.A., Iacobas S., Thomas N., Spray D.C. (2010). Sex-dependent gene regulatory networks of the heart rhythm. Funct. Integr. Genom..

[57] Thomas N.M., Jasmin J.F., Lisanti M.P., Iacobas D.A. (2011). Sex differences in expression and subcellular localization of heart rhythm determinant proteins. Biochem. Biophys. Res. Commun..

How the deposited data were processed for this re-analysis (not part of the article)

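Gene expression in the cortex of 12 mice was measured, 4 in each of the MRL/lpr, Fn14ko and MRL/+ groups, which were compared in 3 pairs. The number of arrays limits precision: the median standard error of a log2 fold change was 0.25. The files used are the deposited output of the scanner software for each of the 6 arrays, which gives, before normalization, for both channels, the mean foreground intensity and the median local background intensity of every spot, and also the software's quality marks and its own processed signal. By the file headers, the processed signal is the intensity after the software's background subtraction, spatial detrending and dye normalization within the array. The samples and the pairing of mice on arrays were taken from the deposited labels. Genes were identified by the gene name that the deposited files give each probe, except Gm2436, which was matched by the probe's description there, and whether this is the study's probe is not known. The coordinates are those of mm9 in the same files. Agilent marks were used as deposited, and control spots were removed.

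Spots marked as uneven or as outliers in any channel, and spots with a foreground under 2 times the local background in any of the 12 samples, were left out. Background was corrected with normexp in limma 3.58.1 under R 4.3.3, with an offset of 50, and each channel was divided by the median of its retained spots. All spots of a gene were merged into their mean on the linear scale. Where the probes of a gene disagree, the mean follows the brightest of them, so the probes of named genes were also tested singly.

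Group differences were tested on log2 values by limma with a dye term, a random block for the array and a moderated variance with a trend in mean signal. The tests are 2-sided, with Benjamini-Hochberg adjustment over all 17302 genes in each comparison and a threshold of 0.05. For single genes, the 70 ways of dividing 8 mice into groups of 4 gave 2-sided exact permutation p-values. Whole comparisons were repeated over the 35 distinct splits of the 8 mice, fitted with group alone. The permutations and the splits both treat the mice as exchangeable, although 2 mice share each array, so they can overstate the evidence.

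The study's quantifiers were computed from its equations on the linear median-scaled values: AVE, REV with its correction for 4 mice and the number of spots, the expression ratio and its cut-off, WIR, WPR, COR and GCH. The methods' t-test was used within these quantifiers only, unadjusted, as in the study. One cut-off of COR was used for all genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, and data.table 1.17.8 in R.

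The genes to name were fixed by rule before the data were examined: the genes named in the running text of the paper as results, Fas and Tnfsf12, and for each comparison the 3 highest and 3 lowest log2 fold changes among genes past the limma threshold whose groups do not overlap. Among probes outside the quantified genes, the 3 highest were named of those well above background in all 4 mice of a group and in 0 of another. Results for 1 gene named in the paper, and counts that need it, are not reported here.

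The following alternatives were also fixed before the data were examined. For the signal: background subtraction, Agilent's processed signal, loess within arrays with quantile scaling of mean signal between arrays, the 75th percentile in place of the median, no filter on dim spots, only spots called well above background in all 12 samples, and marked spots kept. Where the filter differed, each channel was divided by the median of the spots then kept, so filter and scale changed together. For the fit: no dye term, no array block, only the groups compared, single probes, the methods' t-test, and each mouse or array left out in turn. For the study's quantifiers and correlations: the mean dye difference removed, log2 values, and single-spot genes only. After the data were seen, 3 alternatives were added: a cap on the local background at 5 times the channel's median, the processed signal of spots well above background only, and the Cy3 mice only.

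Lists of marker genes for blood, cerebellum, choroid plexus, cortical excitatory neurons, immediate early genes, interferon response, lymphocytes, microglia, myelin and striatum (10 lists, 30 tests) were tested with limma's camera, with its preset correlation between genes of 0.01, and with fry, both adjusted over the 30 tests.

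The model was tried on 1 simulated comparison, in which 200 of 17302 genes were changed between the 4 mice of MRL/lpr and the 4 of MRL/+. It recovered 44% of the genes changed by 1 log2 unit and 85% of those changed by 2. It called 141 genes, 12 of them unchanged, and 0 in a comparison with no change. The study's criterion was tried on a separate simulation of 3000 genes with a true coefficient of variation of 20%. It called 99.5% of simulated genes raised 4-fold and 0.214% of unchanged genes, and 5.01% of unrelated pairs were past the coordination cut-off.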

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

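The choices of H2 window and the tests of the weak Cy5 channels, of random signs, of the floor of the background correction, of blood, of choroid plexus, of immediate early genes and of myelin were made only after the results were seen, the others before.

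Among 108 groups of 4 mice looked at for named genes, 1 mouse stood far from its group, where 5.4 are expected by chance. The signal of Dkkl1 was 3.72 in Fn14ko replicate 3 and 0.545 to 1.02 in the other Fn14ko mice. This mouse is in Cy3, and the cause was not tested.

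In data the paper did not single out, the largest increases in MRL/lpr against MRL/+ past the limma threshold with no overlap of mice (2-sided exact permutation p = 0.0286 for each) were Rasgef1c on chromosome 11 (3.13, adjusted p = 0.00164, 7.79 ± 1.16 against 0.924 ± 0.335), Dkkl1 on chromosome 7 (3.05, adjusted p = 0.00926, 6.2 ± 0.814 against 0.812 ± 0.419) and Myl4 on chromosome 11 (2.95, adjusted p = 0.000259, 7.00 ± 1.22 against 0.904 ± 0.121). All values are log2 fold changes, with means and SD over 4 mice each. The largest decreases were Klk8 on chromosome 7 (-3.10, limma adjusted p = 0.000068, 0.451 ± 0.084 against 3.87 ± 0.766), Lrrc10b on chromosome 19 (-2.98, adjusted p = 0.00248, 0.443 ± 0.131 against 3.41 ± 0.493) and Pfn1 on chromosome 11 (-2.98, adjusted p = 0.000704, 1.12 ± 0.347 against 8.57 ± 1.37). In MRL/+, Dkkl1 was well above background in only 2 of 4 mice and Rasgef1c and Myl4 in 3 of 4, so the sizes of these increases and their order are uncertain.

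In Fn14ko against MRL/+ the largest increases were in H2-K1 (2.13, limma adjusted p = 0.0243, 6.88 ± 4.80 against 1.35 ± 0.391), H2-Q7 (2.08, adjusted p = 0.026, 3.14 ± 1.70 against 0.66 ± 0.115) and H2-K2 (1.95, adjusted p = 0.0328, 7.32 ± 3.83 against 1.71 ± 0.314), all on chromosome 17 of mm9 between 34111941 and 35580374. With 1 mouse left out, each of these H2 genes fell short of the threshold in 3 of 12 fits. H2-Q7 was well above background in only 2 of 4 MRL/+ mice, so the size of its increase is uncertain. The largest decreases were in Pfn1 (-2.99, limma adjusted p = 0.00601, 1.14 ± 0.424 against 8.57 ± 1.37), Snd1 on chromosome 6 (-2.68, adjusted p = 0.0219, 0.281 ± 0.129 against 1.72 ± 0.567) and Scfd2 on chromosome 5 (-2.43, adjusted p = 0.0000182, 0.375 ± 0.0294 against 2.02 ± 0.162). Of these, Snd1 fell short in 3 of 12 fits with 1 mouse left out, Pfn1 in 1 and Scfd2 in 0. Snd1 was well above background in 3 of 4 MRL/+ mice. Without the knockout the decreases were there as well. In MRL/lpr against MRL/+ the single probes gave -2.98 for Pfn1, -2.07 for Snd1 and -2.31 for Scfd2 (limma adjusted p = 0.000692, 0.0117 and 5.28e-05). Between MRL/lpr and Fn14ko they gave 0.01, 0.62 and 0.12 (limma adjusted p = 0.993, 0.561 and 0.803). These genes therefore set MRL/+ apart from both other groups.

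In MRL/lpr against Fn14ko the largest increases were in Vmn1r65 on chromosome 7 (3.36, limma adjusted p = 0.000426, 2.19 ± 0.65 against 0.21 ± 0.0553), Jade1 on chromosome 3 (3.06, adjusted p = 0.0034, 5.73 ± 4.96 against 0.536 ± 0.0879) and Itpripl2 on chromosome 7 (2.77, adjusted p = 0.000722, 2.79 ± 1.58 against 0.364 ± 0.0718). Vmn1r65 was well above background in only 3 of 4 Fn14ko mice, so the size of its increase and its place in the order are uncertain. The largest decreases were in Shisa6 on chromosome 11 (-3.05, limma adjusted p = 0.00798, 0.38 ± 0.0662 against 3.15 ± 0.533), Crym on chromosome 7 (-3.01, adjusted p = 0.00236, 3.02 ± 1.44 against 23.5 ± 7.93) and Lrrc10b (-2.95, adjusted p = 0.00437, 0.443 ± 0.131 against 4.29 ± 3.84).

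Of these 18 differences, 14 rest on a single probe. The other 4 have 2 probes each. Itpripl2 comes from 1 of its 2 probes (4.34, limma adjusted p = 0.000224, against 0.17, adjusted p = 0.781), and neither probe of Jade1 passes singly (2.36, adjusted p = 0.143, and 1.70, adjusted p = 0.357). For H2-K1 the probes gave 2.19 (limma adjusted p = 0.0231) and 1.29 (0.147), and for H2-K2 2.20 (0.018) and 1.86 (0.0443). So a variant of the MRL strains under the probe is a candidate explanation beside a change of expression. The deposited data hold no sequence to test it. For the H2 genes, 15 of 530 genes within 20 Mb of Tnfrsf12a differed between Fn14ko and MRL/+, which is 2.83% against 0.90% elsewhere (2-sided Fisher exact p = 0.000183). The test counts genes, which are not independent, and the window was chosen after the H2 genes were seen. Nearer to Tnfrsf12a the same comparison gave 1.55% against 0.953% within 5 Mb (Fisher exact p = 0.438) and 1.33% against 0.953% within 10 Mb (p = 0.539 by the same test). Within 20 Mb, MRL/lpr against Fn14ko had 3.40% against 4.58% elsewhere (Fisher exact p = 0.242). These 3 tests, unlike the one of Fn14ko against MRL/+ within 20 Mb, show no excess, and the nearer windows hold few genes. In MRL/lpr, where the knockout is absent, H2-K1 was 2.43 to 4.15 against 1.05 to 1.92 in MRL/+, H2-Q7 1.07 to 1.27 against 0.55 to 0.816, and H2-K2 3.05 to 4.35 against 1.31 to 2.00, without overlap, and within Fn14ko H2-K1 ran from 2.48 to 13.7. By limma on single probes, MRL/lpr against MRL/+ gave 1.21 (adjusted p = 0.0565) and 1.67 (0.0294) for H2-K1. It gave 1.48 (0.0187) and 1.02 (0.0935) for H2-K2, and 0.86 (0.122) for H2-Q7. A rise above MRL/+ thus does not need the knockout for H2-K1 and H2-K2, by 1 of 2 probes each. For H2-Q7 it fell short of the threshold. A stretch of foreign chromosome carried along with the knockout could add to the rise in Fn14ko, and so could a change in H2 expression. This stays open, since these genes were picked for the pattern and both comparisons share the MRL/+ mice. Within 10 Mb, a window fixed earlier, 12 of 300 genes (4.00%) differed between MRL/lpr and Fn14ko against 4.55% elsewhere (Fisher exact p = 0.779), which is no excess. Around Fas, the same test gave 16.5% of 133 genes in MRL/lpr against MRL/+ and 14.3% elsewhere (Fisher exact p = 0.457). In Fn14ko, which carries lpr as well, 3.01% of them differed from MRL/+ against 0.944% elsewhere (Fisher exact p = 0.0393, 4 genes), with 1.67% against 0.957% within 5 Mb (p = 0.44 by the same test) and 1.55% against 0.95% within 20 Mb (Fisher exact p = 0.317). A stretch carried along with either mutation therefore stays open.

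Outside the quantified genes, 50 probes were well above background in all 4 Fn14ko mice and in 0 MRL/+ mice, with Igh-VJ558 (at least 2.47-fold), Mamdc2 (at least 2.32-fold) and Ccl8 (at least 2.20-fold) highest among gene symbols. In Fn14ko and 0 MRL/lpr mice there were 61, with Slc9a4 (at least 2.47-fold), Mpo (at least 2.37-fold) and Cd8b1 (at least 2.19-fold). In all MRL/lpr mice and 0 Fn14ko mice there were 271 probes, with 4930471G03Rik (at least 10.3-fold), Iqch (at least 7.45-fold) and Olfr743 (at least 4.59-fold). In all MRL/lpr and 0 MRL/+ mice there were 305, with 4933421I07Rik (at least 10.5-fold), 4930471G03Rik (at least 4.99-fold) and Iqch (at least 4.73-fold). The comparison with MRL/+ is affected by its weak Cy5 channels, with 35.0% and 21.2% of spots well above background, so that mainly the 2 Cy3 mice tell of an absence in MRL/+. These mice, with 63.0% and 67.6% of spots well above background, lack the probes by the way the probes were chosen. Their lack is therefore no test of the weak channels, whose part in the absence stays open. For a gene above the filter, Akt2, the Cy3 mice alone gave 0.91 (limma adjusted p = 0.0157), so for Akt2 the channels are not the explanation.

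Of 30 tests of marker lists, 7 passed the threshold by camera and none by fry, whose lowest adjusted p was 0.0766. Blood genes were higher in MRL/lpr than in MRL/+ (median log2 fold change 1.76, camera adjusted p = 0.000291) and than in Fn14ko (1.38, adjusted p = 0.000271). Hba-a1 had 159 in MRL/lpr and 30.0 in MRL/+, chosen after its value was seen. Immediate early genes were higher in MRL/lpr than in MRL/+ (1.33, camera adjusted p = 0.00308) and than in Fn14ko (1.02, adjusted p = 0.00308). Between MRL/lpr and Fn14ko, choroid plexus genes (-1.87, camera adjusted p = 0.00308) and myelin genes (-0.80, adjusted p = 0.000179) were lower in MRL/lpr. Genes of cortical excitatory neurons were higher in MRL/lpr (0.73, mean 0.41, camera adjusted p = 0.028). The median log2 signal of that last list was 1.56, 1.82, 1.66 and 1.75 in the MRL/lpr mice. In the Fn14ko mice it was 1.61, 1.55, 2.0 and 1.76, so the mice of these groups overlapped.

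Blood left in the tissue could raise the blood genes, and it predicts more lymphocyte genes as well. Their median log2 fold change was -0.20 in MRL/lpr against MRL/+ over the 4 genes quantified, which leaves blood and a change in the tissue undecided. Handling of the mice before sacrifice could raise immediate early genes, and would make them follow the order of sacrifice, which the deposited labels do not give. Their median in Fn14ko against MRL/+ was 0.25, which does not decide it.

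Dissection could add choroid plexus to some samples. The median log2 signal of the list was 2.08, 2.12, -0.02 and 2.79 in the Fn14ko mice, -1.75, -1.29, 0.91 and -1.11 in MRL/lpr, and 0.54, 0.94, 0.34 and 1.94 in MRL/+, which is uneven within groups, and the Fn14ko mice had a median difference of 0.47 from MRL/+ (camera adjusted p = 0.255). This cannot tell dissection from biology. More white matter in the Fn14ko samples would raise myelin genes against MRL/+ as well, where the median was 0.26 (camera adjusted p = 0.314), also undecided.

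The other lists did not pass. The medians for MRL/lpr against MRL/+, Fn14ko against MRL/+ and MRL/lpr against Fn14ko were -0.69, -0.39 and -0.36 for cerebellum (the mean of the last is 0.04), -0.26, 0.01 and -0.15 for interferon response (the means of the first 2 are -0.18 and -0.05, and camera's direction for the first is up), -0.20, -0.04 and -0.15 for lymphocytes, 0.40, 0.18 and 0.29 for microglia and 0.40, 0.92 and -0.59 for striatum. Of the lists named above, the comparisons short of the threshold were blood 0.46 in Fn14ko against MRL/+, and in MRL/lpr against MRL/+ choroid plexus -1.50, cortical excitatory neurons 0.19 and myelin -0.69. Cortical excitatory neurons had -0.23 in Fn14ko against MRL/+.

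The number of genes differing was set against splits of the same mice. Of the 35 splits of 8 mice, only the real one gave as many genes as the groups for MRL/lpr against MRL/+ (2829 genes, 1 of 35) and for MRL/lpr against Fn14ko (2096 genes, 1 of 35). For Fn14ko against MRL/+, 2 of 35 did: the groups gave 459 genes and another split 4656. That split divides the mice by the floor that the background correction leaves in channels with bright specks. For MRL/lpr against Fn14ko the split by the floor gave 1410 genes, fewer than the groups. With the specks capped the same division of mice gave 0 genes and the groups 3173. The cap leaves the highest floors in the 4 Cy5 mice, and their split from the Cy3 mice gave 97. For Fn14ko against MRL/+ the division that gave 4656 genes then gave 0 and the groups 487, so the floor is likely the source of the larger split. By these splits chance is not excluded for the number of genes between Fn14ko and MRL/+ with the main correction, where the other 33 splits gave 0 or 1 gene. With the specks capped, chosen after the data were seen, only the groups gave as many (1 of 35). The splits test the number of genes and not single genes.

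Each group lies on its own slide, so the design with group and slide has rank 3 for 5 columns, and a slide effect could give any of the differences between groups. The data cannot decide this. By the paper, the MRL/+ mice were also purchased from another source than the one that bred the other groups. Differences from MRL/+ cannot be told apart from that source either. Log2 fold changes of MRL/lpr and of Fn14ko against MRL/+ had a correlation of 0.615 across genes, which are not independent replicates, where 20 simulations of unchanged groups with the same MRL/+ mice gave 0.481 to 0.52. The simulations gave every group the same spread, while the median gene SD in log2 was 0.384 in MRL/+, 0.225 in MRL/lpr and 0.26 in Fn14ko. A wider spread in the shared group raises such a correlation, so the part of the shared mice stays open. Of the genes called in both, 121 went the same way and 4 opposite ways.

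For single genes, the higher Akt2 in MRL/lpr is not due to 1 array: the lower of the 2 MRL/lpr arrays had a mean of 5.38, above the highest MRL/+ mouse at 2.87. For Adcy3 the same test gave 0.298, below the highest MRL/+ mouse at 0.742, so that a higher Adcy3 is not there to be explained.

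The number of coordinated pairs in MRL/+ could come from the dye. With the mean dye difference removed, MRL/+ had 12.3% of pairs past the cut-off, MRL/lpr 5.85% and Fn14ko 10.2%. This mean is taken over the 3 groups, and after its removal the dye still took 32.8% of the spread in MRL/+ (60.5% before) and 30.4% in Fn14ko (23.9% before), so the dye stays open. The array took 27.9% of the pooled spread in MRL/+ and 32.1% for the median gene, less than the dye (60.5% and 52.6%). With random signs of the dye and array differences MRL/+ had 8.95%, which is part of its 14.6%. In MRL/lpr (6.67% of 7.26%) and Fn14ko (7.47% of 8.25%) the sizes of these differences gave nearly all.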

How the results depend on the processing

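Settings chosen only after the data were seen are the cap on bright specks, the processed signal of spots well above background, and the Cy3 mice alone. The slide as a block was planned and is not estimable, since each slide holds 1 group.

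Of 21 log2 fold changes of genes the study names, 335 values under other settings kept direction and side of the threshold in 253, were weaker in 15, stronger in 57 and reversed in 10. For single genes, counts of settings include the methods' t-test at its unadjusted p, which is a looser call. With 1 array left out, 112 of 126 were the same, and with 1 mouse left out 234 of 252. For the 18 largest differences the same held in 250 of 288, 97 of 108 and 203 of 216 values, the others were weaker, and 0 reversed. The cause was not tested unless stated.

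The number of genes differing between MRL/lpr and MRL/+ was 2492. Changes of background and normalization gave 5140 with background subtraction, 4298 with specks capped and 4738 with loess. The fit gave 5189 without the array block and 1356 with the Cy3 mice only, which has fewer samples. Keeping dim spots gave 22. The methods' t-test gave 4218 unadjusted and 721 after Benjamini-Hochberg. Without MRL/+ array 2 there were 4252, without MRL/lpr array 1 1068 and without MRL/lpr array 2 1570. With 1 mouse left out the count ran from 781 without MRL/+ replicate 4 to 5551 without MRL/+ replicate 3, and was 1622 without Fn14ko replicate 2, and the cause was not tested.

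Between Fn14ko and MRL/+, 165 genes differed. Settings of the signal gave 604 with 75th percentile scaling, 2837 with background subtraction, 2279 with specks capped, 1384 with loess, 1012 with the processed signal, 935 with the processed signal of spots well above background, 805 with spots well above background and 0 with dim spots kept. Settings of the fit gave 1881 without the array block, 294 without the dye term and 365 with the groups compared only. The methods' t-test gave 2622 and, after Benjamini-Hochberg, 2. Without Fn14ko array 2 there were 21, without MRL/+ array 1 348 and without MRL/+ array 2 2. When each mouse was left out in turn, the count ran from 8 without MRL/+ replicate 4 to 2164 without MRL/+ replicate 3. It was 866, 26 and 44 without Fn14ko replicates 1, 2 and 3, 337 without MRL/+ replicate 1, and 86 and 93 without MRL/lpr replicates 1 and 3, and the cause was not tested.

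Between MRL/lpr and Fn14ko, 790 genes differed. There were 2849 with background subtraction, 2474 with specks capped, 2194 with loess, 1889 with the processed signal, 1684 with the processed signal of spots well above background, 32 with dim spots kept, 1782 without the array block and 469 with the Cy3 mice only. The methods' t-test gave 3818 and, after Benjamini-Hochberg, 181. Without Fn14ko array 1 there were 165 and without MRL/+ array 1 1228. For 1 mouse left out, the count ran from 357 without MRL/+ replicate 4 to 1002 without MRL/+ replicate 1, and was 385 without Fn14ko replicate 2, 501 without MRL/+ replicate 3 and 484 without MRL/lpr replicate 1, and the cause was not tested.

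Of the genes called in the main processing, the same direction and call was found with background subtraction in 2478, 165 and 789 of the 3 comparisons, with specks capped in 2438, 165 and 789, with loess in 2238, 165 and 786, with the processed signal in 1297, 122 and 665, with spots well above background in 1011, 77 and 411, with the Cy3 mice in 1047, 71 and 381 and with dim spots kept in 16, 0 and 17.

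With 75th percentile scaling 23.9% of the genes called between MRL/lpr and MRL/+ were higher, against 41.9% with the median, and 14.9% against 24.9% in Fn14ko, with median log2 fold changes of -0.34 and -0.35.

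A block for replicate number, in place of dye and of the array block, gave 6290, 2012 and 1968 genes, against 5189, 1881 and 1782 without the array block. The same number in different groups had a correlation between samples across genes, which are not independent replicates, of -0.132 to 0.721 with a median of 0.239 (12 pairs). Different numbers gave -0.679 to 0.668 with a median of -0.224 in different dyes (24 pairs), and -0.688 to 0.303 with a median of 0.113 in the same dye (12 pairs). The ranges overlap, with the highest values and median in pairs of the same number, so whether the numbers pair mice is left open.

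Akt2 in MRL/lpr against MRL/+ was 1.01 and kept its side of the threshold in 21 of 23 settings. It was weaker with dim spots kept (1.61, limma adjusted p = 0.158) and over single probes (mean 0.45, adjusted p of the weakest probe 0.893), where the probes disagree. Adcy3 at -0.96 was weaker with loess (-0.55, adjusted p = 0.0589), without the dye term (-0.96, 0.0595), with dim spots kept (-0.36, 0.511), with the processed signal (-1.46, 0.0634), without MRL/+ array 1 (-0.76, 0.12), without MRL/lpr array 1 (-0.92, 0.129) or 2 (-1.01, 0.0663), and by the methods' t-test after Benjamini-Hochberg (-0.97, 0.133). With 1 mouse left out it ran from -1.08 to -0.85, and was weaker without Fn14ko replicate 2 (-0.96, 0.0527), MRL/+ replicate 4 (-1.02, 0.105) and MRL/lpr replicates 1 (-0.99, 0.0552), 2 (-0.91, 0.0584) and 3 (-0.86, 0.0675), and the cause was not tested.

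Reversed values of log2 fold changes were, in MRL/lpr against MRL/+: Akt1 (-0.33) 0.27 with dim spots kept and 0.14 without MRL/lpr array 2, Gng3 (-0.33) 0.27 with dim spots kept and 0.04 without MRL/+ array 2, C1qtnf4 (0.37) -0.001 without MRL/+ array 1, Hsp90b1 (0.69) -0.40 with the processed signal and -0.24 with the processed signal of spots well above background, and Tnfsf12 (-0.39) 0.20 with dim spots kept. In Fn14ko against MRL/+, Tnfrsf12a (-0.67) was 0.06 with dim spots kept. Cxcl11 (0.23) was -0.01 with 75th percentile scaling, -0.26 with the Cy3 mice, -1.13 with the processed signal, -1.09 with the processed signal of spots well above background, -0.09 without Fn14ko array 2 and -0.00007 without MRL/+ replicate 4 (up to 0.50 without Fn14ko replicate 1), and the cause was not tested.

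A single mouse or array decided these calls: Tnfrsf12a in MRL/lpr against MRL/+ passed without Fn14ko replicate 4 (limma adjusted p = 0.0477), MRL/+ replicate 2 (0.0476) or MRL/lpr replicate 4 (0.0288), and Tnfrsf12a in Fn14ko against MRL/+ without MRL/+ replicate 3 (0.048). Cxcl11 in MRL/lpr fell short against MRL/+ without MRL/+ replicate 4 (0.055), and against Fn14ko without Fn14ko array 1 (0.179), MRL/lpr arrays 1 (0.0633) or 2 (0.0614), Fn14ko replicate 2 (0.0554), MRL/+ replicate 4 (0.0741) or MRL/lpr replicate 2 (0.0506). Gm2436 passed without Fn14ko replicate 1 (0.0481) or MRL/+ replicate 3 (0.0233), Gng3 without MRL/+ array 1 (0.0393), C1qtnf4 without MRL/+ array 2 (0.0264), Gtf2a2 without MRL/lpr array 1 (0.0079), Fas without MRL/+ array 2 (0.038) or replicate 3 (0.0142), and Adcy3 in MRL/lpr against Fn14ko without Fn14ko replicate 4 (0.0346).

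Over all settings, 1 mouse left out included, the log2 fold change in MRL/lpr against MRL/+ ran from 0.29 to 2.29 for Cxcl11, 0.37 to 1.28 for Gm2436, 0.29 to 1.12 for Ikbkb, 0.35 to 2.56 for Tcl1b2 and -1.51 to -0.42 for Fas. Of the largest differences, H2-K1 fell short in 7 of 23 settings (1.52 to 2.82), H2-Q7 in 6 of 21 and H2-K2 in 6 of 23 (1.24 to 2.67). The list of cortical excitatory neurons fell short in 14 of 20 settings (0.22 to 0.89).

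By the study's criterion, 4.58% of genes up in MRL/lpr against MRL/+ became 2.10% with 75th percentile scaling, 2.64% with dim spots kept, 8.15% with the processed signal of spots well above background, and with 1 mouse left out 2.88% (MRL/+ replicate 1) to 4.66% (MRL/+ replicate 3), with 2.92% without MRL/+ replicate 2. The 7.25% down became 13.3% with the dye difference removed, and 3.34% without MRL/+ replicate 2 to 15.8% without MRL/+ replicate 3, with 3.39% and 3.96% without MRL/+ replicates 1 and 4, and the cause was not tested.

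In Fn14ko against MRL/+, the 1.32% up became 0.405% with the processed signal, 0.827% with loess, 0.225% with 75th percentile scaling, 0.823% with dim spots kept, 0.455% with spots well above background and 2.61% with the dye difference removed. When each mouse was left out in turn, it ran from 0.63% (MRL/+ replicate 2) to 1.54% (Fn14ko replicate 1), and was 0.751%, 0.688% and 0.653% without Fn14ko replicates 2, 3 and 4 and 0.723% without MRL/+ replicate 1. The 2.13% down became 3.91% with the processed signal, 3.82% with loess, 3.59% with 75th percentile scaling, 0.0583% with dim spots kept, 4.00% with spots well above background and 4.91% with the processed signal of those. For 1 mouse left out, it ran from 1.00% (MRL/+ replicate 2) to 4.78% (MRL/+ replicate 3), and was 1.28% without Fn14ko replicate 3, 1.32% and 1.17% without MRL/+ replicates 1 and 4, and the cause was not tested.

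The WPR of all genes in MRL/lpr against MRL/+, 4.49, became 13.5 with the processed signal, 1.70 with 75th percentile scaling, 12.7 with dim spots kept, 1.79 with spots well above background and 7.65 with marked spots kept, and with 1 mouse left out ran from 4.12 (MRL/lpr replicate 2) to 6.69 (MRL/lpr replicate 3). The value of 3.35 in Fn14ko against MRL/+ became 10.5 with the processed signal, 11.1 with dim spots kept and 6.58 with marked spots kept. It fell to 1.69 with 75th percentile scaling, and ran from 2.32 to 4.88 with 1 mouse left out. The value of 5.87 between MRL/lpr and Fn14ko became 1.67 with 75th percentile scaling, 19.1 with dim spots kept, 1.46 with spots well above background and 1.56 with the processed signal of those, and ran from 4.32 to 7.93, and the cause was not tested.

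The percentage of gene pairs past the coordination cut-off was 14.6% in MRL/+, 37.4% with dim spots kept and 8.15% with the processed signal of spots well above background. With 1 mouse left out it was 6.52%, 5.73%, 5.74% and 10.8% without MRL/+ replicates 1 to 4. The other groups moved by more than 1.5 times with dim spots kept only, from 7.26% to 17.3% in MRL/lpr and from 8.25% to 36.1% in Fn14ko. Smaller moves were to 5.85% in MRL/lpr and 10.2% in Fn14ko with the dye difference removed, and to 5.75% in Fn14ko with the processed signal of spots well above background. Single-spot genes gave 15.1%, 7.67% and 9.17% in MRL/+, MRL/lpr and Fn14ko, and the cause was not tested.

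The marker lists past camera's threshold, 7, were 17 with dim spots kept, and the cause was not tested.

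Signal over background limits the data most in the MRL/+ Cy5 channels, where only 35.0% and 21.2% of spots are well above background. Over spots well above background in all 12 samples, 7027 genes remain.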

Differences from the paper's values

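Only the cap on bright specks was chosen after the results were seen. An alternative is said to close a gap in a ratio or WIR if its value has the paper's sign and lies no further from the paper's than its own error. For the ratio and WIR of Akt2 and Adcy3 it must also be within 1.5 times. For other measures, either distance is enough. A wide error can thus close a gap that the value itself does not.

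For the expression ratio, the paper's value for Cxcl11 in MRL/lpr against Fn14ko is 1.52, here 2.65, and keeping dim spots closes the gap with 2.22 and an error of 1.29. The paper's ratio of Akt2 in MRL/lpr is 11.01, here 2.02, and that of Adcy3 is 18.95, here -1.97, so that Adcy3 is lower where the paper has it higher, and none of the alternatives closes either gap. The paper's ratio of Adcy3 in Fn14ko is 1.22, here -1.11, and loess or dim spots kept close it.

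For WIR, the paper's value for Cxcl11 is 59.87 in MRL/lpr and 24.55 in Fn14ko, here 31.0 and 1.05. Dim spots kept close both only through their wide errors, with 121.2 (error 161.2), which is further from the paper's value, and 18.5 (error 83.5). The paper's WIR of Akt2 is 55.62 in MRL/lpr and 0.06 in Fn14ko, here 2.76 and 1.33, and in Fig. 3c about 55 read by eye for MRL/lpr against Fn14ko, here 1.42. The paper's WIR of Adcy3 is 165.74 in MRL/lpr and 3.22 in Fn14ko, here -0.562 and -0.0224, and that of Gm2436 is 19.88, here 0.486 for the probe matched by its description, which need not be the paper's probe. No alternative closes these gaps. The paper's WIR of Gng3 is -30.02, here -11.1, and background subtraction (-22.9), loess (-23.2), the processed signal (-18.2), marked spots kept (-12.1) and removal of the dye difference (-10.9, error 19.3) close it. Dim spots kept do so only through an error of 111.3, with a value of -0.000606. The gap is also closed by the cap on bright specks, which was chosen after seeing the values and drops 0 of the 50 genes of the paper's Table 1. The paper's Fig. 3d shows C1qtnf4 at about -33 in MRL/lpr and about -18 in Fn14ko, read by eye, here 4.52 and 0.204, and no alternative closes these.

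By the paper's equation, its own ratio and WIR for Akt2 leave 0.6 for 1 minus p with the AVE read from Fig. 1, and 31 for Adcy3, which cannot exceed 1. For Cxcl11 it leaves 1 and 0.98.

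For AVE, the paper's Fig. 1 shows Akt2 at about 100 in MRL/lpr, about 9.5 in Fn14ko and about 9.2 in MRL/+, read by eye, here 5.46, 4.03 and 2.70, and only dim spots kept close the value in MRL/+. The same Fig. 1 shows Cxcl11 at about 99, about 64 and about 39, here 45.9, 17.3 and 14.9, where dim spots kept close the value in Fn14ko and, with the processed signal, in MRL/+. It shows Adcy3 at about 0.2, about 0.3 and about 0.3, here 0.302, 0.537 and 0.595. Background subtraction closes the value in MRL/lpr, 75th percentile scaling or background subtraction the value in Fn14ko, and 75th percentile scaling the value in MRL/+. The paper's REV of Akt2 in MRL/lpr is about 190% in Fig. 1, read by eye, here 17.7%, and no alternative closes it.

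In Fig. 3a the paper has about 9.4% of genes up and about 8.8% down in Fn14ko, read by eye, here 1.32% and 2.13%, and no alternative closes these. The paper has fewer genes up in MRL/lpr than in Fn14ko, here there are more (4.58% against 1.32%). The paper's WPR of all genes in Fig. 3b is about 9.2 in MRL/lpr, read by eye, here 4.49, and marked spots kept, dim spots kept and the processed signal close it. For Fn14ko the paper has about 5.7, here 3.35, and background subtraction, marked spots kept and loess close it, as does the cap on bright specks, chosen after seeing the values, which drops 0 of the 50 genes of the paper's Table 1.

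The paper's GCH of Gtf2a2 in MRL/+ is about 120 in Fig. 5a, read by eye, here 7.46, and no alternative closes it. The paper has Gtf2a2 as the gene of highest GCH in MRL/+, here it has rank 944.

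Of the 48 genes of the paper's Table 1 with a ratio in MRL/lpr, 29 had the table's direction, and 32 ratios were further than 1 SD from the paper's or of the other sign. The paper states that Akt2 in Fn14ko is close to MRL/+, here the log2 fold change was 0.58 with no overlap of mice (2-sided exact permutation p = 0.0286). By limma this fell short of the threshold (adjusted p = 0.0839). The single probes of Akt2 went both ways, with 1.03, 0.55, -0.17 and -1.08, so a difference from MRL/+ is not established. The paper treats Akt2 as different between MRL/lpr and Fn14ko, here it fell short of the threshold (0.43, limma adjusted p = 0.133). It was called in 6 of 23 settings, among them loess (0.0341), spots well above background (0.0322) and no array block (0.0413). The methods' t-test without adjustment is counted with them. The paper calls Gm2436 and Gng3 in MRL/lpr. Here they fell short, and background subtraction calls both (limma adjusted p = 0.0185 and 0.0156).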
